# Gene Expression Changes in the Colon Epithelium Are Similar to Those of Intact Colon during Late Inflammation in Interleukin-10 Gene Deficient Mice

**DOI:** 10.1371/journal.pone.0063251

**Published:** 2013-05-20

**Authors:** Anna E. Russ, Jason S. Peters, Warren C. McNabb, Matthew P. G. Barnett, Rachel C. Anderson, Zaneta Park, Shuotun Zhu, Paul Maclean, Wayne Young, Gordon W. Reynolds, Nicole C. Roy

## Abstract

In addition to their role in absorption and secretion, epithelial cells play an important role in the protection of the colon mucosa from the resident microbiota and are important for the maintenance of homeostasis. Microarray analysis of intact colon samples is widely used to gain an overview of the cellular pathways and processes that are active in the colon during inflammation. Laser microdissection of colon epithelial cells allows a more targeted analysis of molecular pathways in the mucosa, preceding and during inflammation, with potentially increased sensitivity to changes in specific cell populations. The aim of this study was to investigate the molecular changes that occur in early and late inflammation stages in colon epithelium of a mouse model of inflammatory bowel diseases. Microarray analysis of intact colon samples and microdissected colon epithelial cell samples from interleukin-10 gene deficient and control mice at 6 and 12 weeks of age was undertaken. Results of gene set enrichment analysis showed that more immune-related pathways were identified between interleukin-10 gene deficient and control mice at 6 weeks of age in epithelial cells than intact colon. This suggests that targeting epithelial cells could increase sensitivity for detecting immune changes that occur early in the inflammatory process. However, in the later stages of inflammation, microarray analyses of intact colon and epithelium both provide a similar overview of gene expression changes in the colon mucosa at the pathway level.

## Introduction

Laser microdissection (LMD) is a technique that allows pure populations of cells to be removed from frozen tissue, enabling subsequent molecular profiling of these cells which is then reflective of their *in vivo* state [1], [2], [3]. An example of how LMD can contribute to understanding the development of a disease is a study of the development of *Helicobacter*-induced gastric lymphomas [4]. Here, the authors demonstrated that gene expression patterns in lymphocytic and mucosal fractions differed from each other, and from expression patterns in whole stomach. These findings confirm that the cellular origin of particular transcripts could be identified by analysis of gene expression in specific cell fractions.

Gene expression analysis in the large intestine has been performed in a number of studies using mouse models of inflammatory bowel disease (IBD) and biopsy tissues of IBD patients [5], [6], [7]. Such analyses have mostly been performed on intact colon tissue and provide insights as to the molecular pathways involved in the initiation and maintenance of inflammation. However, the colon is a complex tissue with distinct layers (mucosa, submucosa, muscular layers and serosa) and numerous cell types in each layer. The epithelial layer of the colon mucosa contains enterocytes, goblet cells, stem cells and intraepithelial lymphocytes. The cellular location of gene expression signals cannot be determined in intact colon sections, and expression signals in lower-abundance cell populations may be missed due to noise from gene expression changes in more abundant cell types. The ability to analyse gene expression profiles in specific cell types or tissue regions using LMD may provide a more detailed understanding of the function of the various cells and types of tissue within the colon preceding and during inflammation. As yet, there have been no reports of global gene expression profiles in colon epithelium before and after the development of colitis. Furthermore, while analysis of gene expression in inflamed colon epithelium tissues has been undertaken in our laboratory [8], where the epithelial layer of the colon was obtained by manual scraping, LMD represents a novel and more accurate method of isolating epithelial cells from colon tissue than previously reported in this context.

Intact inflamed colon includes a large number of infiltrating immune cells, which may be associated with tissue damage and the gross changes in intestinal morphology that occur in inflammation. However, these immune cells may be less involved with the initiation and maintenance of the pro-inflammatory signals that underlie inflammation than endogenous colon mucosal cells. Changes in the colonic epithelium, such as increased paracellular permeability and mucosal immune defence malfunction, are thought to be important in the initiation of inflammation [9], [10] and its response to commensal bacteria [11], [12]. Disruption of the epithelial barrier allows entry of bacterial antigen into the mucosa which may lead to an uncontrolled immune response to the luminal microbiota and inappropriate inflammatory response. Studies of gene expression changes in the epithelium under inflammatory conditions often use cultured epithelial cells, which may not be representative of the *in vivo* state of the epithelium in IBD or animal models of colitis. A previous study involving microarray analysis of microdissected epithelial cells in colitis only reported expression changes in a small number of genes [13]. The central role of the epithelium in inflammation development requires a further understanding of the cellular changes occurring in the epithelial layer in IBD *in vivo*.

The hypothesis of this study was that LMD and subsequent microarray analysis of colon epithelial cells would enable the identification of pathways and processes related to the inflammatory process that are not detected by microarray analysis of intact colon. To investigate this hypothesis, we used the interleukin 10 gene-deficient (*Il10^−/−^*) mouse, which develops intestinal inflammation similar to that seen in IBD, and has therefore been well characterized and extensively employed as an animal model of human IBD [5], [14], [15]. The first aim was to characterize global gene expression changes in intact colon tissue before and after inflammation developed in *Il10^−/−^* mice (at 6 and 12 weeks of age, respectively). This was intended to better understand the molecular changes occurring in the colon in the early stage of inflammation, before any measurable changes in morphology occur. Whole colon profiles were assessed at 12 weeks of age to confirm that the gene expression changes occurring in this model are similar to other gene expression profiles in IBD and previous experiments using this model in our laboratory [7], [14], [16]. The second aim was to examine whether the global gene expression profile of colon epithelial cells is similar to that of whole colon tissue and describe any differences between the profiles to determine whether intact colon provides a good approximation of the changes in the epithelium in early and late inflammation. Findings indicated that LMD followed by microarray profiling of gene expression identified additional immune-related pathways at 6 weeks of age, in agreement with the hypothesis, but in contrast, profiles at 12 weeks of age were similar between intact colon and epithelium.

## Methods

### Animals

#### Ethics statement

This study was carried out in strict accordance with the recommendations of the New Zealand Animal Welfare Act 1999. The protocol was approved by the AgResearch Limited (Ruakura) Animal Ethics Committee (Ethics Approval No.: 11343). All efforts were made to minimize suffering.

Nineteen *Il10^−/−^* mice (C57BL/6J background; B6.129P2-*Il10^tm1Cgn^*/J), aged 5–6 weeks, were purchased from the Jackson Laboratory (Maine, USA) and 16 control C57BL/6JArc mice, also 5–6 weeks of age, were obtained from the Small Animal Colony (AgResearch Ruakura, Hamilton, New Zealand). Mice were inoculated with a mixture of *Enterococcus* species and conventional intestinal microbiota at approximately 6 weeks of age in order to produce reliable and consistent levels of colon inflammation by 12 weeks of age using the method previously reported [14].

Mice were housed in conventional conditions, in a room with 12 hour light/dark cycle, and controlled temperature (22±1°C) and humidity (approximately 50%). Mice were contained in shoebox-style polycarbonate cages with wire lids, lined with recycled paper litter with tissue for nest building and a plastic tube or hut for environmental enrichment. Mice were provided 10 g of non-sterile powdered AIN76A diet, made in-house [17], [18], [19], which was sufficient to provide *ad libitum* intake throughout the study. Refusals were measured 3–4 times weekly. Water was provided *ad libitum* (refreshed weekly) and cages were cleaned and autoclaved weekly. Mice were checked every day for general appearance and behaviour, and disease symptoms (such as weight loss, diarrhoea, and inactivity) using the General Health Score (GHS) [20], and weighed 3–4 times weekly. Mice which reached a GHS of 3 (a score of 1 was considered healthy while 5 was near death) were promptly euthanized.

Mice were euthanized at 5–6 weeks for the early inflammation time-point (three days post-inoculation, with no inflammation detected by histopathology) or 11–12 weeks for the maximal-inflammation time-point [16]. Immediately prior to sampling, mice were fasted for 14 hours overnight, re-fed for 2 hours and fasted again for 2 hours in order to minimize variation in food intake and gene expression due to differences in intake [21]. Mice were weighed just prior to euthanasia via CO_2_ asphyxiation and cervical dislocation. The intestine was carefully removed and cut lengthwise while being rolled around a plastic 10 mL pipette, then flushed with cold, sterile 0.9% NaCl to remove digesta, laid out on an ice cold stainless steel tray and sectioned. Sections of duodenum, jejunum, ileum, and colon were fixed in 10% phosphate buffered formalin for histology and stored at room temperature.

The proximal colon was sectioned into three pieces. Approximately one centimetre of the proximal end was kept intact rather than being cut lengthwise, which was then further cut into two halves. The most proximal half was embedded in Optimal Cutting Temperature medium (Tissue-Tek OCT, Sakura Finetek U.S.A., Inc., Torrance, California, USA) and stored at −80°C for gene expression analysis of laser microdissected cells. Colon epithelial cells were isolated from this tissue for microarray analysis of gene expression. The other half of the uncut proximal colon section was preserved for histopathology as described above. From the remaining colon, which was cut lengthwise, the most proximal half centimetre (approximately 20 mg) was preserved in 1 mL of RNAlater (Ambion Inc., Austin, Texas, USA) to improve preservation of RNA integrity, stored at 4°C overnight, and snap-frozen the next morning after removal of excess liquid for long-term storage at −80°C. This was used for gene expression analysis of the “intact colon”, a representative section of full-thickness proximal colon.

### Measurement of Intestinal Inflammation

The intestine of each mouse was photographed before sectioning as a secondary measure of intestinal inflammation. The gastrointestinal tract (GIT) was unrolled from the pipette onto an ice-cold stainless steel tray with attached ruler, to enable subsequent estimation of the intestinal area using ImageJ software [22].

Inflammation in all intestinal regions was determined by histological examination as previously described. Briefly, formalin-fixed samples were processed, sectioned, stained with haematoxylin and eosin and evaluated for inflammation under a light microscope, using a modification of a previously described scoring system [23], [24]. A histological injury score (HIS) was assigned based on the presence of inflammatory lesions, tissue destruction and tissue repair [25].

### Statistical Analysis of Weight, Intake and Intestinal Area and Histology Scores

Initial and final weight and intake data, and intestinal area, were analysed using an Analysis of Variance (ANOVA). Differences between means were considered significant when the probability of this difference occurring purely by chance was less than 0.05. An unbalanced ANOVA was used to analyse the histology scores with scores (log +0.05)-transformed before analysis due to the large number of zero values in the data. All statistical analyses were performed using GenStat edition 11 (VSN International Ltd, Hemel Hempstead, Hertfordshire, UK).

### Microdissection of Epithelial Cells

Colon samples were embedded using a methodology that ensured that the colon was maintained in its natural shape in cross-section resulting in excellent visualisation on the laser microdissector. Immediately on removing the intestinal tissue from the animal, the tissue was rinsed with saline, trimmed, any fat removed, and embedded on a stainless steel block placed on dry ice (3–4 colon lengths per block), with the cut end in a downward orientation so that it was supported in an optimal position for cryosectioning. The embedding material was poured over and allowed to slowly freeze. Samples were stored at −85°C prior to cryosectioning, which was undertaken using a Leica CM1950 cryostat (Leica Microsystems Gmbh, Wetzler, Germany), and 8 µm thick sections were then placed on an RNase-free metal-framed membrane slide (Molecular Machines and Industries AG, Zurich, Switzerland).

Staining was performed using the HistoGene LCM Frozen Section Staining Kit (Arcturus Bioscience Inc., Mountain View, California, USA) according to the manufacturer’s instructions with minor modifications: removal of the post-stain water step and removal of the final xylene step [26]. All containers housing stain solutions were kept in an aluminium cold block to minimize the activity of any contaminating RNases. All staining equipment was treated with UV light prior to use to destroy any contaminating nucleic acids or proteins. Slides were stored in a dessicator until LMD was performed to prevent rehydration of the cells and reactivation of endogenous RNases. LMD of epithelial cells was performed using the mmi CellCut laser microdissector (Molecular Machines and Industries AG, Zurich, Switzerland) within 45 minutes of the final staining step. Examples of the cells that were dissected out for the epithelial cell microarray analysis from non-inflamed and inflamed mice are depicted in Figure 1 and Figure 2, respectively. Lamina propria was excluded from the sample as much as possible in order to obtain epithelial cells only.

**Figure 1:**
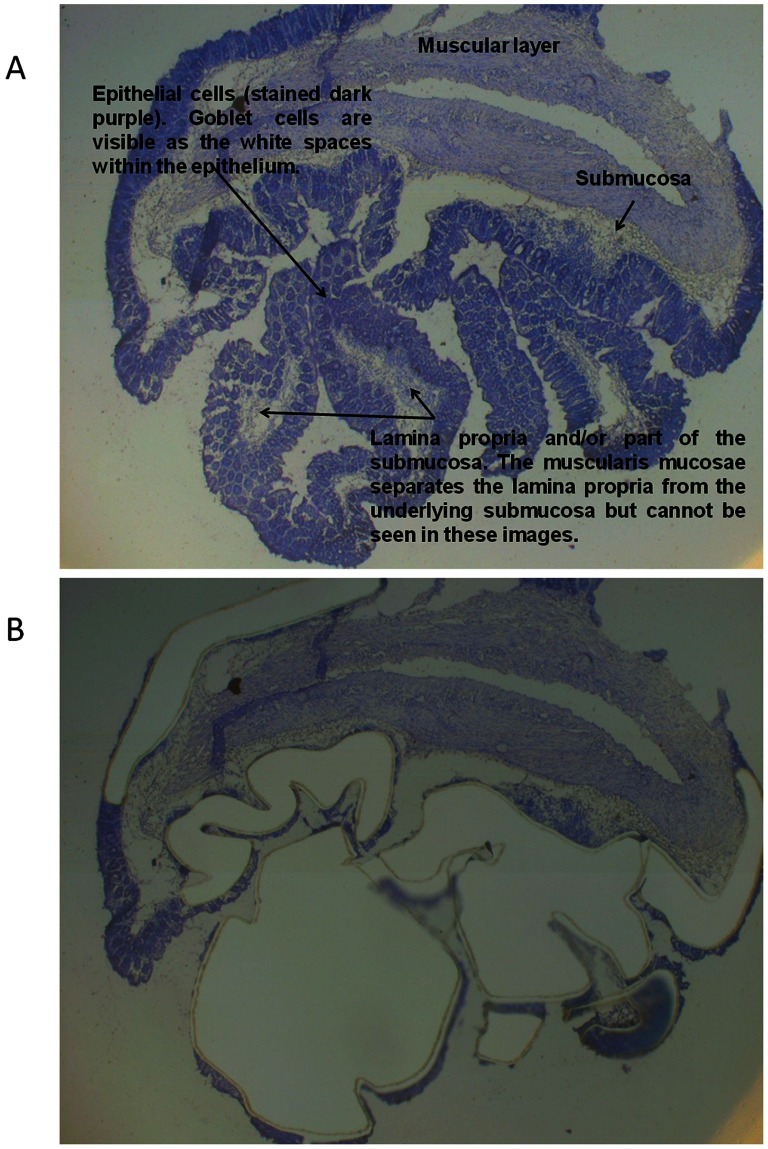
Non-inflamed mouse colon. Colon section for mouse 18, an *Il10^−/−^* mouse sampled at 6 weeks of age, before microdissection of epithelial cells (A) and after microdissection of epithelial cells (B). The lamina propria was taken from this section along with the epithelial cells but is mostly connective tissue in the non-inflamed mice.

**Figure 2:**
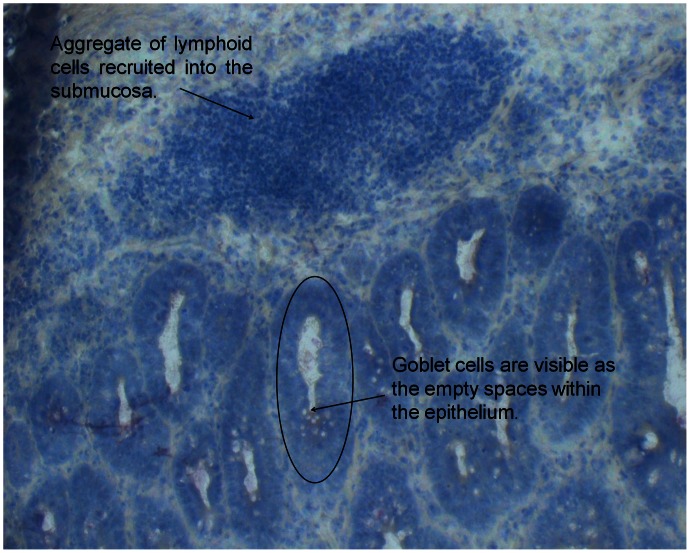
Inflamed mouse colon. Colon section from mouse 17, an *Il10^−/−^* mouse sampled at 12 weeks of age, before microdissection of epithelial cells. The aggregate of immune cells is visible in the mucosa, which is typical for CD-like colitis, such as that seen in this mouse model. The circle outlines epithelial cells in a colonic crypt, which were cut out for analysis of gene expression.

### Microarray Analysis of Gene Expression

A reference design was used for each microarray experiment, which involved hybridising an experimental sample (representing a single animal) labelled with Cy3 dye and a reference RNA sample labelled with Cy5 dye to each microarray. The design was generated using CycDesigN 4.0 (CycSoftware Ltd, Ranfurly, NZ). Six mice per treatment were selected for microarray analysis such that the full range of colon HIS in each treatment group was represented. When mice within a group had similar colon HIS scores, representative animals were randomly selected for microarray. Treatments were randomized and evenly spread across microarray slides so that array or slide effects could be accounted for in the analysis.

Total RNA was extracted from up to 20 mg sections of intact (not microdissected) proximal colon using Trizol (Invitrogen, Carlsbad, California, USA), followed by purification of the RNA using RNeasy columns (Qiagen Inc., Valencia, California, USA). The purity and yield of RNA was assessed using the NanoDrop 1000 (Thermo Scientific, Wilmington, Delaware, USA). RNA Integrity Number (RIN) was measured, and concentration estimated, for each sample using the RNA 6000 Nano Chip Kit for the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA). Samples were only used in subsequent analyses if they were of high purity (absorbance ratios A260/A280 greater than 1.8 and A260/A230 greater than 1.6) and integrity (RIN greater than 8.0). Where there was evidence of impurities such as proteins, chaotropic salts or phenol being present (as indicated by a low A260/A230 ratio), the samples were further purified using ammonium acetate precipitation with glycogen (Ambion Inc., Austin, Texas, USA) as a carrier (according to the manufacturer’s instructions) to remove these impurities and thus increase the purity of the precipitated RNA.

RNA was extracted from the microdissected colon epithelial cells from sections of proximal colon using the PicoPure RNA Isolation Kit (Arcturus Bioscience Inc., Mountain View, California, USA) following the manufacturer’s instructions (User Guide Version D) and included the recommended DNase treatment using the RNase-free DNase Set (Qiagen Inc., Valencia, California, USA). The integrity of the extracted total RNA was verified using the RNA 6000 Pico Chip Kit for the 2100 Bioanalyzer. Only samples with two strong ribosomal RNA peaks or a RIN of at least 4.6 were used for microarray (the range of RINs obtained for the samples used in the microarray experiment was 4.6 – 6.9, with a mean RIN of 5.5). The Qubit 2.0 Fluorometer (Invitrogen, Carlsbad, California, USA) was used to quantify RNA samples obtained from microdissection. Where concentration of the RNA sample was too low to be measured by the Qubit (original sample <4 ng/µL), the maximum volume (10 µL) of sample was amplified for the microarray experiment. Up to 15 ng/µL of RNA in a total volume of 30 µL was obtained from the epithelium of two 8 µm thick colon sections, with most samples yielding less than 10 ng/µL.

For the intact colon samples, extracted colon RNA (500 ng) was amplified and labelled using the Low Input Linear Amplification (Two-Colour) kit. For the microdissected samples, extracted total RNA (30 ng in a maximum volume of 10 µL) was linearly amplified using the RiboAmp HS RNA Amplification Kit for two rounds of amplification (Arcturus Bioscience Inc., Mountain View, California, USA). Amplified cRNA (10 µg in a maximum volume of 40 µL) was labelled for microarray hybridisation using the Turbo Labelling kits for Cy3 and Cy5 dyes (Arcturus Bioscience Inc., Mountain View, California, USA).

The purity and fluorescent intensity of the amplified and labelled cRNA was assessed using the NanoDrop 1000 (Thermo Scientific, Wilmington, Delaware, USA). The amplification and labelling procedure was repeated if a sample did not meet the requirements of specific activity >8.0 pmol Cy3 or Cy5 per µg of cRNA and yield >825 ng. Samples were also run on the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, California, USA) using the RNA 6000 Nano Chip Kit to confirm that a range of fragment lengths were present. One sample obtained via LMD did not label adequately so samples from only five C57BL/6J mice at 12 weeks of age could be included in the epithelial cell microarray experiment rather than the intended six mice per group.

Amplified cDNA from each mouse was labelled with Cy3 dye and hybridized to one mouse 44 K oligonucleotide two-colour array (Whole Mouse Genome Oligo Microarray Kit, 4×44 K; version 1) (Agilent Technologies, Santa Clara, California, USA), along with cyanine (Cy) 5-labelled reference cDNA that was prepared in one large pool from total RNA extracted from normal healthy Swiss mouse tissue (including small intestine, colon, kidney, and liver of adult mice, plus foetal tissue). Hybridisation was performed using the Gene Expression Hybridization kit (Agilent Technologies) according to the manufacturer instructions. Cy 3-CTP and Cy 5-CTP dye (10 mM) for the intact colon microarrays in the time-course experiment was obtained from Perkin-Elmer (Boston, MA, USA) whereas Cy dye was included in the Agilent amplification kits for the epithelial cell microarray analyses. Slides were scanned using a DNA Microarray Scanner G2565CA (Agilent Technologies, Santa Clara, California, USA) according to the manufacturer’s instructions. Array images (TIFF files) were uploaded into Agilent Feature Extraction Software (version 8.5.1.1 for intact colon arrays or 10.10.1.1 for epithelial arrays), which generated numerical intensity data for each probe, as well as a quality control report for each array. The data files generated by the Feature Extraction software were used for further analysis of gene expression data.

Quality control and generation of gene lists from Feature Extraction data was performed using the Bioconductor R package (R 2.12.1; R Foundation for Statistical Computing, Vienna, Austria). Background correction was not necessary for any of the microarray experiments due to homogeneous hybridisation [27]. Analysis of the raw microarray data was performed using the Linear models for microarray analysis (Limma) package for Bioconductor (http://www.bioconductor.org/). Control and bad-flagged spots were removed from the analysis. Intensity ratio values for all spots were normalized using a global loess smoothing procedure to remove the effect of systematic variation on the microarrays [28], [29].

The normalized data from the arrays of each treatment group (age and mouse strain) were averaged. For each treatment comparison, a list of differentially expressed probe sets was generated by calculating a moderated t-statistic and false discovery rate (FDR) [30] for each probe set using an empirical Bayes approach in the Limma package. Expression changes were considered significant when absolute biological fold change (FC) was greater than 1.5 and FDR was less than 0.05. The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [31] and are accessible through GEO Series accession number GSE39859 (http://www.ncbi.nlm.nih.gov/geo).

Ingenuity Pathway Analysis (IPA; Version 9.0, Ingenuity Systems, Inc., Redwood City, California, USA; http://www.ingenuity.com), was used to perform network and pathway analyses. The full Limma-generated gene lists for each treatment comparison were uploaded into IPA and the following cutoffs applied to select differentially expressed genes for further analysis: absolute FC greater than 1.5 and FDR less than 0.05. Canonical pathways were considered to be significant when at least 10% of the genes from a particular pathway were differentially expressed in the microarray dataset and a probability of less than 0.05 was calculated by Fisher’s exact test.

Venny software (http://bioinfogp.cnb.csic.es/tools/venny/index.html) was used to generate Venn diagrams showing the number of genes each treatment comparison had in common [32].

Gene set enrichment analysis (GSEA) was performed using the Bioconductor R package (R 2.12.1; R Foundation for Statistical Computing, Vienna, Austria) on the normalized data using the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway database. Unlike gene-centric analyses, GSEA takes into account the expression of a group of genes as a whole, rather than examining individual genes. While individual genes may not show differential expression as determined by predefined *P* value and fold change cut-offs, alterations in the activity of biological pathways may be manifested by small, but consistent changes in expression of multiple genes within that pathway. Analysis of microarray data using GSEA may detect changes in these pathways that would otherwise be overlooked by gene-centric methods. Only pathways with permutation P values less than 0.05 were considered significant.

A list of immune-related genes was generated using the gplots library and heatmap.2 command in R to create a heatmap of immune-related genes in intact colon and colon epithelium. In IPA, all genes present in immune-related networks for the comparison *Il10^−/−^* mice at 12 weeks of age versus *Il10^−/−^* mice at 6 weeks of age, in both intact colon and colon epithelium, were combined into a list. This list was further limited to only those genes that were differentially expressed by at least 2-fold in the comparisons *Il10^−/−^* mice at 12 weeks of age versus *Il10^−/−^* mice at 6 weeks of age and *Il10^−/−^* mice at 12 weeks of age versus C57BL/6J mice at 12 weeks of age in intact colon or epithelium. A measure of the similarity between treatments, the Pearson correlation coefficient, was calculated using a correlation analysis in R.

### qPCR Validation of Microarray Results

The expression of 6 genes was quantified using real-time quantification polymerase chain reaction analysis (qPCR). The genes selected for analysis were: peroxisome proliferator-activated receptor α (*Ppara*; NM_011144; PrimeTime assay ID Mm.PT.51.7020742), signal transducer and activator of transcription 1 (*Stat1*; NM_009283; Mm.PT.51.19067632), transporter 2, ATP-binding cassette, sub-family B (MDR/TAP) (*Tap2*; NM_011530; Mm.PT.51.9501990.gs), interleukin 18 (*Il18*; NM_008360; Mm.PT.51.11096643), matrix metalloproteinase 3 (*Mmp3*; NM_010809; Mm.PT.51.16575457.gs), and S100 calcium binding protein G (*S100 g*; NM_009789; Mm.PT.51.7385865).

For qPCR analysis, 500 ng of total RNA was reverse transcribed using the High Capacity RNA-to-cDNA Kit (Applied Biosystems, Carlsbad, California, USA) according to the manufacturers’ instructions. For the epithelial cell samples, 500 ng of amplified RNA resulting from two rounds of amplification of the total extracted RNA was reverse transcribed. The cDNA was stored at −20°C. Expression levels of each gene were determined using manufacturer-optimized primer/probe mixes, PrimeTime qPCR Assays (20x; Integrated DNA Technologies (IDT), Coralville, Iowa, USA) and TaqMan Fast Advanced Master Mix (2x; Applied Biosystems) on the RotorGene 6000 qPCR instrument (Qiagen). 

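*Canx* (NM_007597, chromosome 11 of mm7, 50251302 to 50251361) was not called in any comparison of 12 week old *Il10-/-* mice. In intact colon its log2 ratio was -0.42 ± 0.16 (SD, n = 6) in those mice, -0.16 ± 0.15 (SD, n = 6) in 12 week old C57BL/6J mice and 0.04 ± 0.27 (SD, n = 6) in 6 week old *Il10-/-* mice. The change with age was -0.46 (standard error 0.12), with an adjusted p of 0.0079 in limma and a fold change under 1.5. In microdissected epithelium the changes were -0.29 (standard error 0.35, adjusted p = 0.958 in limma) between strains and 0.09 (standard error 0.33, adjusted p = 1.0 in limma) with age.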

Expression levels of the target genes were assessed relative to the Calnexin (*Canx*; NM_007597) reference gene, which had similar expression levels across all treatments as determined by microarray in this and other studies in the *Il10^−/−^* mouse model [33], [34].

All qPCR analyses (no-template controls and samples) were prepared as duplicate 10 µl reactions comprising a 9.0 µl aliquot of master mix (5.0 µl of TaqMan Fast Advanced Master Mix, 0.5 µl of PrimeTime qPCR assay for the gene of interest, 3.5 µl of nuclease-free water), and 1 µl of cDNA diluted 1 in 10 in nuclease-free water. The thermal profile used was 50°C for 2 minutes (UNG incubation), 95°C for 20 seconds (polymerase activation) and 40 cycles of [95°C for 3 seconds (denaturation) and 60°C for 30 seconds (anneal/extend)]. Each run was performed twice. The data were normalized to the reference gene and analysed for expression level changes using the Relative Expression Software Tool (REST) software version 2.0.13 [35]. Data are presented as relative FC (equivalent to the FC values presented for the microarray results), 95% confidence interval and P values for each gene and treatment comparison. Data were considered significant when absolute FC was greater than 1.5 and probability was less than 0.05.

## Results

### Bodyweight, Feed intake, and Body Condition

All mice sampled at 6 weeks of age had a GHS of 1 (healthy) at the beginning and end of the experiment. At inoculation (the beginning of the study), the body weight of the C57BL/6J mice was lower than that of the *Il10^−/−^* mice (means of 16.5 *vs.* 18.6 g respectively, P = 0.03; Table 1). After two days, on the day prior to euthanasia (the end of the experiment for this group of mice), the mean weight of the C57BL/6J mice was still lower than that of the *Il10^−/−^* mice (means of 17.7 *vs.* 19.6 g respectively, P = 0.02; Table 1). Only one intake measurement was made for this group of mice.

**Table 1:** Body weight and food intake data at the beginning and end of the experiment.

Parameter	Mean initial*	SD	P values for between-strain differences	Mean final#	SD	P values for between-strain differences
***Body weight (g)***						
6 week old C57BL/6J mice	16.5	2.0		17.7	1.7	
6 week old *Il10^−/−^* mice	18.6	1.6	0.03	19.6	1.4	0.02
12 week old C57BL/6J mice	17.0	1.6		23.7	1.9	
12 week old *Il10^−/−^* mice	18.8	1.8	0.08	24.2	1.3	0.50
***Food intake (g/day)***						
6 week old C57BL/6J mice	3.4	0.6		ND	ND	ND
6 week old *Il10^−/−^* mice	3.1	0.4	0.27	ND	ND	ND
12 week old C57BL/6J mice	3.7	0.7		3.0	0.2	
12 week old *Il10^−/−^* mice	3.0	0.6	0.04	3.1	0.3	0.40

* Initial weight measurements were made at inoculation. Initial intake was measured two days after inoculation.

# Final weight measurements were made on the day prior to sampling.

SD: standard deviation.

ND: no data.

The mice sampled at 12 weeks also had a GHS of 1 (healthy) at the beginning and end of the experiment. The *Il10^−/−^* mice developed minor changes in the fur condition on the back of their neck, with it becoming thinner and duller towards the end of the experiment. However, no other external changes or differences between strains were observed. There were no differences in the body weights of C57BL/6J and *Il10^−/−^* mice sampled at 12 weeks of age either at the beginning (P = 0.08) or end of the experiment (P = 0.50) (Table 1). Mean food intake was higher for the C57BL/6J mice at the beginning of the experiment (P = 0.04), but similar for both strains at the end of the experiment (P = 0.40).

### Histological Injury Score

Duodenum histology scores were low and showed no correlation between treatments, while jejunum and ileum scores were zero for all mice (data not shown). Colon histology and intestinal area data for each sampling time and mouse strain are shown in Table 2. Colon HIS was not different between *Il10^−/−^* and control mice at 6 weeks of age (0.17 *vs.* 0.28; P>0.05), but was significantly higher for *Il10^−/−^* mice compared to C57BL/6J mice (3.00 *vs.* 0.28, P<0.05) at 12 weeks. No mice of either strain at 6 weeks of age and/or any C57BL/6J mice at 12 weeks of age had any visible signs of inflammation throughout the length of their intestinal tract. All *Il10^−/−^* mice at 12 weeks had some intestinal thickening, indicating the presence of inflammation throughout the intestine. Intestinal area, with and without taking into account mouse weight at sampling, was larger for *Il10^−/−^* mice than C57BL/6J mice at 12 weeks of age (Table 2).

**Table 2:** Intestinal inflammation data by treatment.

Strain	Age (weeks)	Number ofmice	Mean colon histological injury score	Number of samples available for intestinal area#	Mean intestinalarea (mm^2^)	Mean intestinal area per gram body weight(mm^2^/g)
*Il10^−/−^*	6	9	0.17	3	1534	83.5
	12	10	3.00 *	9	1923*	86.1 *
C57BL/6J	6	8	0.28	3	1502	95.7
	12	8	0.28	8	1399	61.9

Mean colon histological injury score and mean intestinal area for each strain at each time point, showing signs of inflammation for the *Il10^−/−^* mice at 12 weeks of age.

* denotes a mean that is significantly (P<0.05) different for *Il10^−/−^* mice compared to C57BL/6J mice at 12 weeks of age. Predicted means for colon histological injury score were obtained from unbalanced ANOVA analysis performed on (log+0.05)-transformed data in GenStat v11, then predicted means were back-transformed to give the data presented here.

# Due to sampling time pressure, data was obtained for most mice at the 12-week sampling time, but only three for each strain at the 6-week sampling time. Observations of the appearance of the intestine were also recorded at sampling as another indicator of the degree and location of intestinal inflammation in each mouse.

### Colon Gene Expression by Microarray Analysis

#### Differentially expressed genes

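RNA from the intact colon of 24 mice was hybridized to 24 two-colour arrays, with 6 mice in each of 4 groups: *Il10-/-* and C57BL/6J mice at 6 and at 12 weeks of age. The colon sample of every mouse was labelled with Cy3 and a reference pool from tissues of healthy Swiss mice with Cy5. No array had the dyes exchanged. The 24 arrays sat on 6 slides, each with 1 array of every group. The authors deposited the intensity of each spot and of its local background on a linear scale, as the image software wrote them, and a table of log2 ratios of red over green after their loess normalization. The values given here were computed from the spot intensities and are log2 ratios of Cy3 over Cy5, so a higher value is a higher level in the colon. Every array held 43379 spots for genes, besides control spots. They carried 41174 different probes, which name 27670 genes. The median Cy3 intensity of an array was 142 (range 72.8 to 261), against 269 for Cy5 and 48.2 (47.3 to 161) for the negative control spots in Cy3. The image software found 73.5% of the Cy3 spots well above background at the median of the 6 arrays of 12 week old *Il10-/-* mice (range 48.8 to 75.2) and 73.4% in 6 week old *Il10-/-* mice (51.8 to 80.3). The shares in C57BL/6J mice were 66.8% at 12 weeks (49.1 to 75.6) and 70.8% at 6 weeks (55.8 to 74.5). Each group's range was wider than the distance between the group medians. The number of arrays, not of spots, limits the precision of the comparisons. No background was subtracted, control spots were removed, and spots with an outlier flag, 77 to 221 per array, were set to missing. Ratios were normalized with a global loess (span 0.3, 4 iterations), duplicate spots were averaged, and the 4 groups were fitted together in limma. A gene was called differentially expressed when a probe of it passed a fold change of 1.5 and an FDR of 0.05, adjusted by Benjamini-Hochberg within each comparison. On every array the ratios correlated with those in the authors' table with a Pearson r of at least 0.99998 across probes. The *Il10* probe (chromosome 1 of mm7, 130928485 to 130928544) had a log2 ratio of 1.58 ± 0.21 (SD, n = 6) on the 12 week arrays labelled *Il10-/-* and 1.14 ± 0.23 (SD, n = 6) on the 6 week arrays labelled *Il10-/-*. On the arrays labelled C57BL/6J it was 0.08 ± 0.07 (SD, n = 6) at 12 weeks and 0.13 ± 0.14 (SD, n = 6) at 6 weeks. The probe was thus higher in mice labelled *Il10-/-*, by 1.50 at 12 weeks (standard error 0.10, adjusted p = 6.3e-10 in limma) and by 1.01 at 6 weeks (adjusted p = 1.6e-06). Groups are named by their labels throughout, and each direction between the strains rests on those labels.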

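Between the 12 week old mice labelled *Il10-/-* and those labelled C57BL/6J, limma called 3472 of 27670 genes in intact colon. Of these, 1479 were higher and 1999 lower in mice labelled *Il10-/-*, and 6 had probes in both directions. The change was over 4-fold for 166 genes and over 10-fold for 20, and the median absolute log2 fold change of the called probes was 0.88. For 57.2% of the called probes, no array of one group overlapped the other group, against 0.216% for a probe not chosen for its difference. *S100a9* (NM_009114, chromosome 3 of mm7, 90822865 to 90822924) rose most, from -1.72 ± 0.61 (SD, n = 6) to 3.44 ± 0.88 (SD, n = 6), a log2 fold change of 5.17 (standard error 0.83, adjusted p = 6.0e-05 in limma). It stayed between 5.00 and 5.47 with each array left out in turn. *Reg3b*, which the files name *Pap* (NM_011036, chromosome 6, 78391237 to 78391296), followed at 4.97 (standard error 0.93, adjusted p = 3.1e-04). *S100g* (NM_009789, chromosome X, 157736462 to 157736521) fell most, from 0.71 ± 0.53 (SD, n = 6) to -3.68 ± 0.75 (SD, n = 6), a log2 fold change of -4.39 (standard error 0.50, adjusted p = 8.8e-07). The count moved most when the image software's background-subtracted and dye-normalized signals were median-centred without loess, to 4891 genes. With each array left out in turn it lay between 3127 and 3879.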

In intact colon, the highest number of differentially expressed genes (3493; FC >1.5; FDR <0.05) as well as the highest fold changes, occurred in 12 week old *Il10^−/−^* mice compared to 12 week old C57BL/6J mice. A similar number of genes, 2309, were differentially expressed in 12 week old *Il10^−/−^* mice compared to 6 week old *Il10^−/−^* mice. In contrast, a lower number of genes were differentially expressed in C57BL/6J mice at 12 weeks compared to those at 6 weeks (251), and in 6 week old *Il10^−/−^* mice compared to 6 week old C57BL/6J mice (65). 

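The comparison of 12 with 6 week old mice labelled *Il10-/-* gave 2297 genes, 1152 higher and 1147 lower at 12 weeks. There were 155 genes with a change over 4-fold and 7 over 10-fold. Among these was the largest change of the intact colon arrays, that of *S100g*, whose log2 ratio was 2.95 ± 0.58 (SD, n = 6) at 6 weeks. Its log2 fold change was -6.63 (standard error 0.50, adjusted p = 9.4e-09 in limma). *Slc30a10* (chromosome 1 of mm7, 184993807 to 184993866) fell from 2.29 ± 0.30 (SD, n = 6) to -1.80 ± 0.44 (SD, n = 6), a change of -4.09 (standard error 0.21, adjusted p = 2.9e-11). *S100a8* (NM_013650, chromosome 3, 90800058 to 90800117) rose from -1.28 ± 1.07 (SD, n = 6) to 2.66 ± 1.16 (SD, n = 6), a change of 3.94 (standard error 0.67, adjusted p = 1.6e-04). The groups did not overlap for 59.4% of the called probes.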

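In C57BL/6J mice, 244 genes were called between 12 and 6 weeks, 107 higher and 137 lower at 12 weeks, and 2 of them changed over 4-fold. Among called genes whose groups do not overlap, *Slc30a10* fell most, from 2.16 ± 0.46 (SD, n = 6) at 6 weeks to 0.46 ± 0.36 (SD, n = 6) at 12 weeks, a log2 fold change of -1.70 (standard error 0.21, adjusted p = 8.2e-04 in limma). This count rested on single arrays. It was 47 without replicate 2 and 371 without replicate 4 of the 12 week old C57BL/6J mice, and 12 when only these 2 groups were fitted. Between the strains at 6 weeks, 63 genes were called, 40 higher and 24 lower in mice labelled *Il10-/-*, with 1 gene in both directions. *Pam* (chromosome 1 of mm7, 97674031 to 97674090) was higher, at 0.34 ± 0.28 (SD, n = 6) against -1.90 ± 0.29 (SD, n = 6), a log2 fold change of 2.24 (standard error 0.16, adjusted p = 7.4e-09). *Lrmda* (chromosome 14, 20713625 to 20713684) was lower by the largest amount among called genes whose groups do not overlap, with a log2 fold change of -2.49 (standard error 0.15, adjusted p = 2.4e-10). Of the 67 genes with a position called between the strains at 6 weeks in either tissue, 10 (14.9%) lay within 20 Mb of *Il10*, against 263 of the 27081 genes tested (0.971%; Fisher's exact test, one-sided, p = 9.6e-10). In this comparison of strains at 6 weeks, simulated on these arrays with 200 of 27670 genes changed, limma called 93% of the genes changed 2-fold, 98% of those changed 4-fold and 4 unchanged genes.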

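Laser microdissected epithelium from the same 4 groups was hybridized to a second set of 24 arrays, against Cy5-labelled reference and again without an exchange of dyes. For the 12 week old C57BL/6J mice, 6 arrays came from 5 mice. The second array of replicate 1 was left out, so 23 arrays entered the comparisons, 5 in that group and 6 in each other group. The authors deposited spot intensities on a linear scale for these arrays as well. The files hold the median intensity of a spot, where those of intact colon hold both mean and median, so medians were used here and means in intact colon. The median Cy3 intensity of an array was 1344 (range 937 to 1907) and that of its negative control spots 1286 (870 to 2053.5), so that a typical spot lay close to the level of spots without a target. Cy3 was well above background at 31.4% of spots at the median array, against 71.8% in intact colon. By group the medians were 31.2% (27.0 to 38.5) in 12 week old *Il10-/-* mice, 30.0% (26.5 to 35.2) in 6 week old *Il10-/-* mice, 33.2% (29.9 to 38.5) in 12 week old C57BL/6J mice and 31.6% in 6 week old C57BL/6J mice. In the last group replicate 1 had 12.4% and lay far from all other arrays. Between 137 and 398 spots per array carried an outlier flag. Normalization, model and thresholds were those of intact colon, with a separate fit. The ratios correlated with the authors' table with a lowest Pearson r of 0.998 across probes. *Il10* was not well above background in either strain at 12 weeks, with a log2 ratio of 0.25 ± 0.11 (SD, n = 6) in mice labelled *Il10-/-*.

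**Figure D1:**
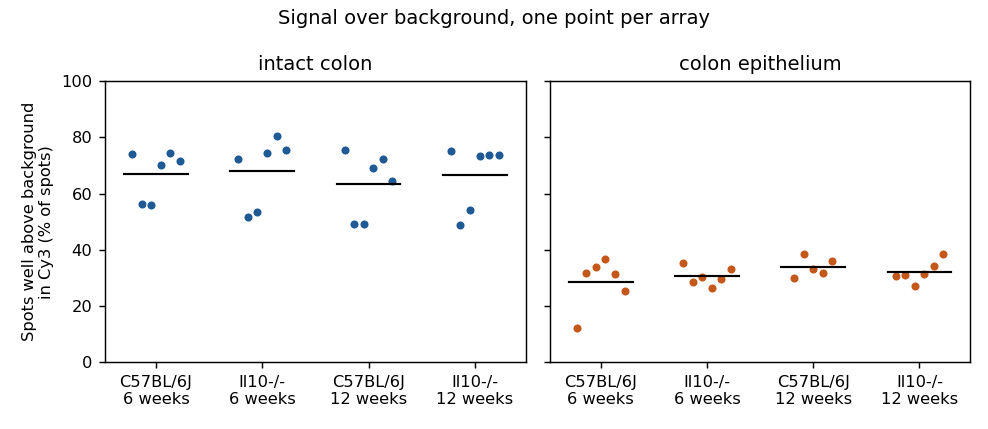
Percent of spots with a Cy3 signal well above background on each array (points) and the group mean (line), by group, in intact colon and in colon epithelium. The median array has 71.8% in intact colon and 31.4% in epithelium.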

Fewer genes were differentially expressed for each comparison in the epithelial cell microarrays than the intact colon microarrays. The highest numbers of differentially expressed genes in epithelial cells also occurred in the 12 week old *Il10^−/−^* mice compared to 12 week old C57BL/6J mice (888) and 12 week old *Il10^−/−^* mice compared to 6 week old *Il10^−/−^* mice (385). 

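In epithelium, 781 genes were called between the strains at 12 weeks, 448 higher and 333 lower in mice labelled *Il10-/-*, and 143 of them changed over 4-fold. *Reg3b* had the largest change, from -9.43 ± 1.12 (SD, n = 5) to -0.55 ± 0.41 (SD, n = 6), a log2 fold change of 8.88 (standard error 1.33, adjusted p = 3.2e-04 in limma). Its probe was not well above background in any of the 5 C57BL/6J samples, so the change was at least 212-fold. Such a bound sets the mean of the brighter group against the level of the background spots in the dimmer group. Without exchanged dyes it is open to a dye bias of the probe. *Reg3g* (NM_011260, chromosome 6 of mm7, 78484334 to 78484393) rose by 7.49 (standard error 0.99, adjusted p = 8.5e-05). *Cyp4b1*, well above background on none of the 6 arrays of mice labelled *Il10-/-*, was at least 37.6-fold lower (adjusted p = 3.7e-07). Groups did not overlap for 86.5% of the called probes (0.433% with 6 against 5 arrays for a probe not chosen for its difference). The alternative that moved this count most was a fit with array weights, to 1415 genes. It also turned the balance of directions, with 681 higher and 736 lower. More genes stayed higher with background correction by normexp (471 and 294) and with the slide as a block (417 and 322). Leaving out single arrays of the 2 groups compared gave 622 to 748, and leaving out replicate 1 of the 6 week old C57BL/6J mice, chosen after seeing the data, gave 972. Between 12 and 6 week old mice labelled *Il10-/-*, 352 genes were called, 283 higher and 69 lower at 12 weeks. *S100a9* led the increases at 4.59 (standard error 0.44, adjusted p = 3.6e-06) and *S100g* the decreases at -3.56 (standard error 0.60, adjusted p = 0.0020).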

Only 16 genes were differentially expressed in epithelial cells in 6 week old *Il10^−/−^* mice compared to 6 week old C57BL/6J mice. qPCR results confirmed the microarray FC and FDR/P values for the six genes measured (Table 3).

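At 6 weeks, 14 genes were called between the strains in epithelium, 8 higher and 6 lower in mice labelled *Il10-/-*. Among called genes whose groups do not overlap, *Rab7b* fell most (chromosome 1 of mm7, 131608159 to 131608218), with a log2 fold change of -2.19 (standard error 0.26, adjusted p = 8.6e-04 in limma), and *Wdfy1* rose most (chromosome 1, 79926145 to 79926204), with 1.42 (standard error 0.19, adjusted p = 0.0025). *Rab7b* is 1 of the 10 genes called within 20 Mb of *Il10*. The count depended on single arrays: it was 60 without replicate 5 of the 6 week old C57BL/6J mice and 7 without replicate 3 of the 6 week old *Il10-/-* mice. The directions depended on the processing. The image software's processed signals gave 0 higher and 3 lower, normexp 6 and 6, and leaving out dim probes 25 and 9. No gene was called in C57BL/6J mice between 12 and 6 weeks, where 1556 genes had an unadjusted p under 0.05 in limma and the smallest adjusted p was 0.966. In that comparison, simulated with 200 of 27670 genes changed, 87% of genes changed 2-fold were called. The simulated changes were put on the ratios at full size. A probe near the level of spots without a target may show less than the real change. The 87% therefore does not tell how many real 2-fold changes would be called.

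**Figure D2:**
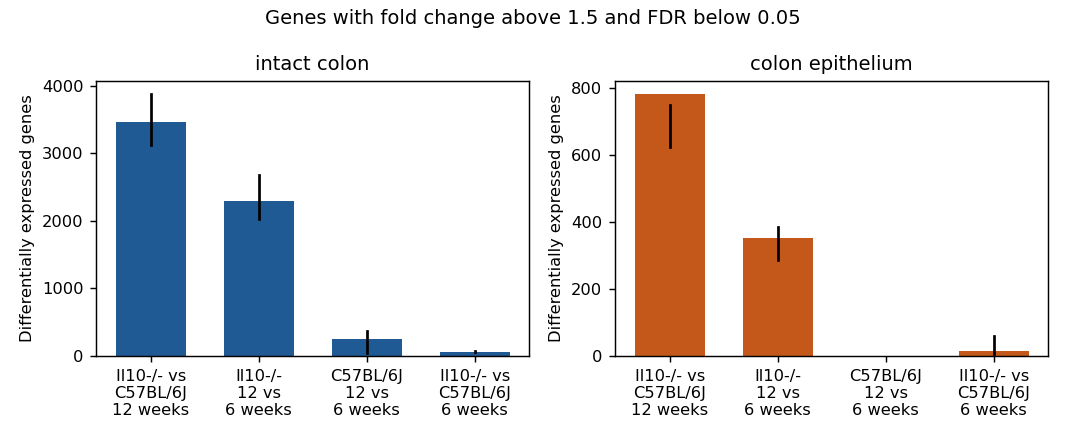
Number of genes called in each of 4 comparisons in intact colon and in colon epithelium (bars), with the range obtained when each array of the 2 groups compared is left out in turn (lines). The bars run from 3472 and 2297 genes in intact colon to 14 and 0 in epithelium.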

**Table 3:** qPCR validation of microarray results.

		*Il10^−/−^* mice, 12 weeks *vs*. *Il10^−/−^* mice, 6 weeks					*Il10^−/−^* mice, 12 weeks *vs*. C57BL/6J mice, 12 weeks			
	Gene	qPCR FC	qPCR P value	Microarray FC	Microarray FDR	Gene	qPCR FC	qPCR P value	Microarray FC	Microarray FDR
**Intact colon**	***Ppara***	−2.6	<0.001	−3.0	<0.001	***Ppara***	−2.6	<0.001	−2.4	0.002
	***Stat1***	2.0	<0.001	2.1	0.033	***Stat1***	3.1	<0.001	3.6	<0.001
	***S100g***	−62.5	<0.001	−99.2	<0.001	***S100g***	−15.6	<0.001	−21.0	<0.001
	***Il18***	−1.3	0.009*	−1.4	0.361	***Il18***	1.1	0.113	1.1	0.764
	***Mmp3***	6.6	<0.001	10.7	<0.001	***Mmp3***	5.3	<0.001	13.6	<0.001
	***Tap2***	1.9	<0.001	1.6	0.029	***Tap2***	2.2	<0.001	2.4	<0.001
**Colon epithelium**	***Stat1***	2.9	<0.001*	1.6	0.785	***Stat1***	6.3	<0.001	4.2	<0.001
	***S100g***	−6.5	<0.001*	−1.2	0.997	***S100g***	−4.3	0.032	−10.9	0.001
	***Il18***	−2.0	0.107	2.0	0.456	***Il18***	1.1	0.982	−1.4	0.768
	***Tap2***	1.6	0.488	−1.2	0.997	***Tap2***	−1.1	0.953	1.2	0.988

Table shows fold changes (FC) and P values (for qPCR data) or false discovery rates (FDR; for microarray data) for the six genes validated using qPCR for both intact colon and colon epithelium. 

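The array values for the genes *Ppara*, *S100g*, *Il18*, *Mmp3* and *Tap2* came from the same limma fits as the counts. In intact colon, *Ppara* (NM_011144, chromosome 15 of mm7, 85883890 to 85883949) fell from 0.08 ± 0.65 (SD, n = 6) in 12 week old C57BL/6J mice and 0.39 ± 0.34 (SD, n = 6) in 6 week old *Il10-/-* mice to -1.24 ± 0.48 (SD, n = 6), signed fold changes of -2.50 (adjusted p = 5.6e-04) and -3.10 (adjusted p = 8.3e-05). Replicate 2 of the 12 week old *Il10-/-* mice lay apart from the other 5, at -0.31. In epithelium *Ppara* was not called, at -1.39-fold (adjusted p = 0.111) between strains. The *S100g* decreases in epithelium were -10.8-fold between strains (adjusted p = 0.0024) and -11.8-fold with age (adjusted p = 0.0020). *Mmp3* (NM_010809, chromosome 9, 7453874 to 7453933) rose 13.6-fold (adjusted p = 7.8e-05) and 10.7-fold (adjusted p = 3.2e-04) in intact colon, and 5.97-fold (adjusted p = 0.0116) and 6.00-fold (adjusted p = 0.0136) in epithelium. Replicate 5 of the 6 week old C57BL/6J mice, which enters these comparisons only through the pooled variance, was far above the other arrays of its group for *Mmp3* in both tissues. *Tap2* (NM_011530, chromosome 17, 32294682 to 32295269) rose 2.42-fold between strains (adjusted p = 6.3e-05) and 1.59-fold with age (adjusted p = 0.031) in intact colon, the second in 3 of 12 fits with an array left out. Its epithelial values were 1.24 (adjusted p = 0.984) and -1.08 (adjusted p = 1.0). The second of these changed sign in 5 of the 12 fits with an array left out. Replicate 1 of the 6 week old C57BL/6J mice lay far above its group for *Tap2* in epithelium and adds to the error of both. *Il18* (NM_008360, chromosome 9, 50557947 to 50560075) was called only in epithelium with age, at -3.02-fold (adjusted p = 0.0050).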

All genes that were differentially expressed in the microarrays were differentially expressed according to qPCR and all fold changes were in the same direction in both qPCR and microarray.

* denotes genes that were significantly differentially expressed according to qPCR but not microarray.

The distribution of differentially expressed genes between groups for both intact colon and colon epithelium are shown in the Venn diagram in Figure 3. In the intact colon, the vast majority of differentially expressed genes occurred in the comparison between 12 week old *Il10^−/−^* mice and 12 week old C57BL/6J mice and approximately half of these genes were shared with the comparison of 12 week *vs.* 6 week old *Il10^−/−^* mice. 

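In intact colon, 1848 genes were called in both comparisons that share the 12 week old *Il10-/-* mice, which is 53.2% of the genes called between strains and 80.5% of those called with age. Of their 2185 probes, 99.9% changed in the same direction in both. Across all probes, which are not independent replicates, the log2 fold changes of the comparisons correlated with r = 0.806. Part of the correlation comes from the shared arrays. In 20 simulations with no difference between the groups and the same shared group, r was 0.500 (range 0.481 to 0.514). Of the simulated probes over 1.5-fold at an unadjusted p under 0.05, 16.7% were shared (12.9 to 21.9). These are not calls by FDR, so this share is no baseline for the 53.2%. There were 1503 genes called between strains at 12 weeks alone.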

Approximately 400 and 100 genes were unique to the 12 *vs.* 6 week comparisons for *Il10^−/−^* mice and C57BL/6J mice, respectively. 

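The genes called in a single comparison of intact colon numbered 408 with age in *Il10-/-* mice and 96 with age in C57BL/6J mice. A further 11 were called only between the strains at 6 weeks.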

In the colon epithelium, over half of the genes differentially expressed in the 12 week old *Il10^−/−^* mice *vs.*12 week old C57BL/6J mice were shared with the comparison of 12 week *vs.* 6 week old *Il10^−/−^* mice.

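In epithelium, 298 genes were called in both comparisons. They were 38.2% of the genes called between the strains at 12 weeks and 84.7% of those called with age in mice labelled *Il10-/-*, and all 313 probes moved in the same direction. Leaving out single arrays of the groups compared gave a share of 31.5 to 44.9% of the genes called between strains. In the simulations for this tissue 17.0% of the probes over 1.5-fold at an unadjusted p under 0.05 were shared (range 13.1 to 21.3), which are not calls by FDR. There were 471 genes called between strains at 12 weeks alone and 54 with age alone.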

**Figure 3:**
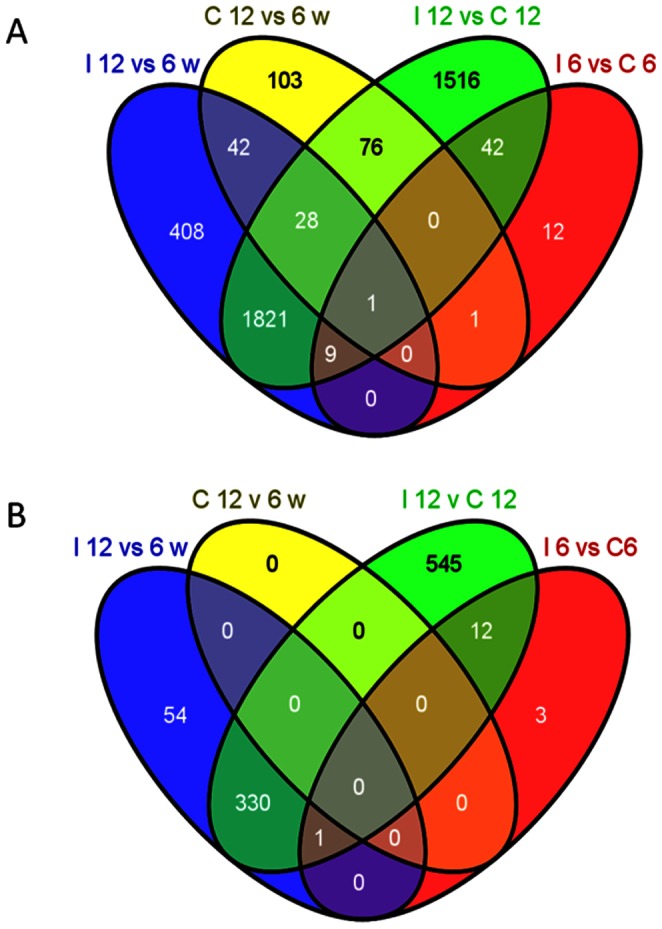
Overlap of differentially expressed genes between treatments. Venn diagrams show the numbers of differentially expressed genes in each comparison and how many are shared between each comparison, for intact colon (A) and colon epithelium (B). Treatments are identified in the diagram as: *Il10^−/−^* mice =  I; C57BL/6J mice =  C; weeks of age =  w. Each colour arbitrarily represents a different treatment. Numbers are of differentially expressed genes within each treatment comparison and each microarray experiment (intact colon and epithelial cells). Numbers in (B) are not subsets of the equivalent treatment comparison in (A), although there is overlap in the gene lists for each comparison between intact colon and colon epithelium.

Unsupervised hierarchical clustering was applied to two gene lists to generate heatmaps. For the first of these, all differentially expressed genes for any of the between-treatment comparisons were included, and data from individual mice was compared (Figure 4a). This identified two main groups, corresponding to either intact colon or to LMD samples. Within both of these groups, the *Il10^−/−^* mice at 12 weeks of age clustered together. 

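The 47 arrays were clustered on the 4978 probes called in any comparison, with Euclidean distance and complete linkage. The first split parted the tissues for all 47 arrays. The 6 arrays of the 12 week old *Il10-/-* mice formed a group of their own in intact colon and in epithelium. With 1 minus Pearson's r as the distance and average linkage, or with background correction by normexp, the first split placed 25 rather than 47 arrays by tissue. This does not show that the tissues mixed. With Pearson's r, 22 epithelial arrays still formed a cluster without intact colon. With normexp the first split left 46 arrays of both tissues together, so it did not test their separation. The 12 week old *Il10-/-* mice still formed a group of 6 in each tissue.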

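The smallest cluster that held all 6 of the 6 week old *Il10-/-* mice had 22 arrays in epithelium and 13 in intact colon. In intact colon that cluster also held C57BL/6J mice of both ages. In epithelium it held arrays of every group. With dim probes left out it still had 22 arrays.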

*Il10^−/−^* mice at 6 weeks of age also clustered in the epithelium samples (LMD), whereas this was not seen in intact colon.

**Figure 4:**
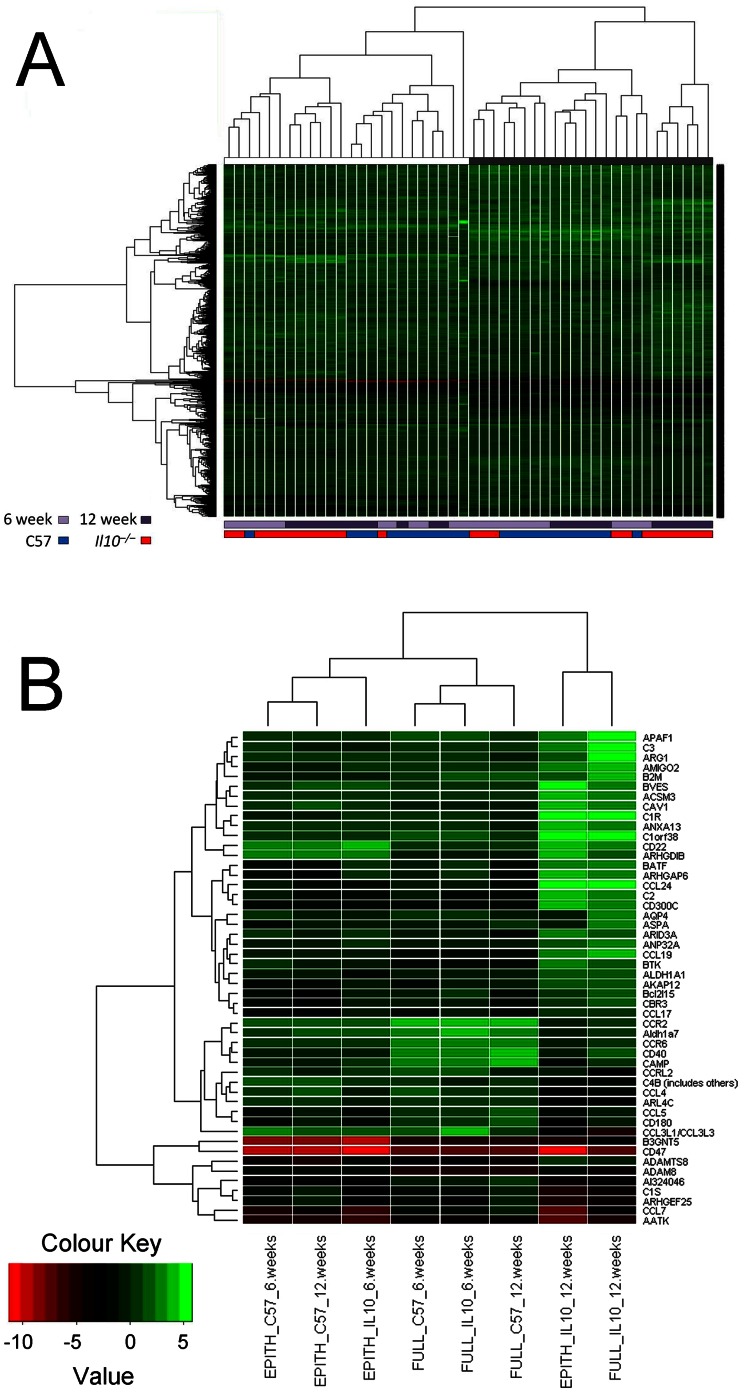
Overall and immune-related gene expression profiles in intact colon and epithelium. Heatmaps generated by unsupervised hierarchical clustering of differentially expressed genes. (A) shows all genes differentially expressed within any of the treatment comparisons, and the expression values are derived from individual mice. The bars above the heatmap indicate whether the data are from microdissected (white bar) or intact (black bar) tissue, while those below the heatmap show the age and genotype of the mice as indicated by the colour key. (B) shows a subset of differentially expressed immune related genes from the *Il10^−/−^* mice at 12 weeks *vs.* C57BL/6J mice at 12 weeks comparison, showing the gene expression profile of each treatment comparison in both intact colon and colon epithelium. Expression values for each gene are averages from 6 arrays per treatment.

For the second comparison, a list of immune-related differentially expressed genes was plotted to visually show the clustering of treatments by similarity in gene expression profile (Figure 4b). 

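A list of immune-related genes was made from the genes of the Reactome immune system that limma called with a change of at least 2-fold in both comparisons of 12 week old *Il10-/-* mice in either tissue. It held 94 genes, chosen on these same arrays. In intact colon, 89 of the 94 were higher in 12 week old mice labelled *Il10-/-* than in C57BL/6J mice and 89 were higher than at 6 weeks. In epithelium the numbers were 91 and 86. There limma called 58 and 45 of the 94 genes by any probe. By the brightest probe, which gives the direction, it called 53 and 41, all higher. At 6 weeks none of the 94 was called between the strains in either tissue.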

Immune-related genes accounted for many of the differentially expressed genes for the *Il10^−/−^* mice at 12 weeks of age *vs.* C57BL/6J mice at 12 weeks of age and the *Il10^−/−^* mice at 12 weeks of age *vs. Il10^−/−^* mice at 6 weeks of age comparisons in both intact colon and colon epithelium. 

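Profiles of the 94 immune-related genes were compared as group means of the log2 ratios. The correlations are across genes, which are not independent replicates. The profiles of 12 week old *Il10-/-* mice in intact colon and in epithelium had a Pearson r of 0.687 and a Spearman rho of 0.591. With each array left out in turn r lay between 0.662 and 0.699. Without the restriction to the immune system (832 genes) it was 0.801, the largest shift of any alternative. Across all genes r between these groups was 0.750.

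**Figure D3:**
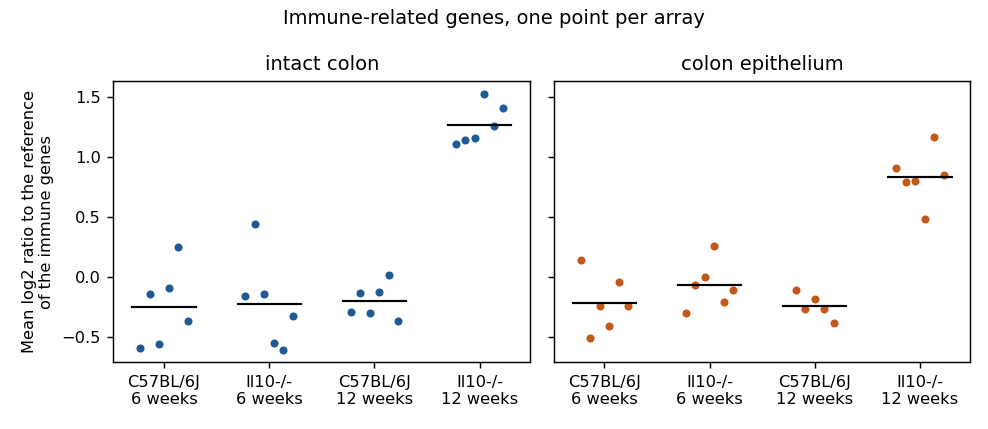
Mean log2 ratio (Cy3 over Cy5) of the 94 immune-related genes on each array, by group, in intact colon and in colon epithelium. The arrays of 12 week old mice labelled Il10−/− lie above the other groups in both tissues.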

The gene expression profiles of *Il10^−/−^* mice at 12 weeks of age for intact colon and colon epithelium were similar to each other (Pearson correlation coefficient = 0.89), while the remaining profiles clustered by tissue type. 

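Within the other groups the tissues correlated with r = 0.711 in 6 week old *Il10-/-* mice, 0.695 in 6 week old C57BL/6J mice and 0.738 in 12 week old C57BL/6J mice, against 0.687 in 12 week old *Il10-/-* mice. Over all genes the order was reversed, with 0.700, 0.683 and 0.715 against 0.750. These differences in r were not tested. Correlations within a tissue reached 0.960.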

In the other mice, tissue type (intact colon versus colon epithelium) had a greater contribution to the differentiation between expression profiles. All C57BL/6J mice and 6-week-old *Il10^−/−^* mice had similar profiles within intact colon and colon epithelium.

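The immune-related profile of 12 week old *Il10-/-* mice in intact colon had r = 0.602 with that of 12 week old C57BL/6J mice and 0.664 with that of 6 week old *Il10-/-* mice, and in epithelium 0.647 and 0.725. The 94 genes were chosen for their change in the 12 week old *Il10-/-* mice, which by itself lowers these correlations. Over all genes they were 0.856 and 0.893 in intact colon and 0.899 and 0.954 in epithelium.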

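In intact colon, the immune-related profiles of 6 week old *Il10-/-* and C57BL/6J mice had r = 0.960 (rho 0.949). Those of 6 and 12 week old C57BL/6J mice had r = 0.945 (rho 0.910), and those of 6 week old *Il10-/-* and 12 week old C57BL/6J mice had r = 0.901 (rho 0.847).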

In the intact colon gene expression profiles, the 6-week-old C57BL/6J and *Il10^−/−^* mice were more similar to each other (Pearson correlation coefficient = 0.97) than to 12-week-old C57BL/6J mice (Pearson correlation coefficients = 0.96 and 0.91, respectively). 

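The corresponding values in epithelium were r = 0.948 (rho 0.893) for 6 and 12 week old C57BL/6J mice and r = 0.944 (rho 0.851) for the strains at 6 weeks. On the 832 genes chosen without regard to the immune system they were 0.952 and 0.916, on the 32 genes of Table 9 they were 0.99 and 0.70, and over all genes 0.963 and 0.966.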

In the epithelium, 6-week-old C57BL/6J mice were more similar to 12-week-old C57BL/6J mice (Pearson correlation coefficient = 0.97) than the 6-week-old *Il10^−/−^* mice (Pearson correlation coefficient = 0.94). This shows that in the epithelium, there is a greater difference evident in gene expression profiles in this subset of immune-related genes between *Il10^−/−^* mice and C57BL/6J mice at 6 weeks of age.

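The gap between the epithelial correlations was smaller than the range seen when the gene list was changed. Of the 94 genes, 61 were higher in 6 week old epithelium of mice labelled *Il10-/-* than of C57BL/6J mice, against 49 in intact colon. Each group had 6 mice, except the epithelium of 12 week old C57BL/6J mice with 5.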

#### Pathway analysis

The top five canonical pathways (identified using IPA) for each comparison for intact colon and colon epithelium are presented in Table 4. 

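With age in C57BL/6J mice and between the strains at 6 weeks, no Reactome set called by limma's camera had more than 5% of its genes differentially expressed in either tissue.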

The only comparisons for which significant pathways were identified were *Il10^−/−^* mice at 12 weeks of age versus C57BL/6J mice at 12 weeks of age and *Il10^−/−^* mice at 12 weeks of age versus C57BL/6J mice at 6 weeks of age. The percentages of genes in a pathway that were differentially expressed in any treatment comparison were smaller for the colon epithelium data (10–22%) than the intact colon (25–52%). 

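Reactome pathways stood in for the pathway database of the paper. Of 762 sets with 15 to 500 of the 19505 tested genes, limma's camera test (inter-gene correlation 0.01) called 199 in intact colon between the strains at 12 weeks and 201 with age in *Il10-/-* mice. The numbers in epithelium were 92 and 60. In the 199 sets of intact colon between 0 and 63.8% of the genes were differentially expressed, with a median of 16.2%. In the 92 sets of epithelium the share was 0 to 31.2%, with a median of 9.32%. With age the medians were 4.35% in intact colon and 6.25% in epithelium. Of all tested genes, 15.7% and 10.3% were called in intact colon and 3.81% and 1.68% in epithelium. Between the strains at 12 weeks, limma's fry also called 154 of the 199 sets and 45 of the 92. Fry asks whether the genes of a set changed, given their correlation on the arrays. Camera asks whether they changed more than the genes outside the set, so counts from these tests answer different questions. With a correlation estimated for each set, camera kept 30 and 0.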

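The Reactome set Chemokine receptors bind chemokines had the lowest adjusted p with age in *Il10-/-* mice in intact colon and also passed in epithelium (adjusted p = 3.3e-08 from limma's camera).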

There was overlap within the top 5 pathways in each treatment comparison for intact colon and colon epithelium. In the intact colon, all of the top 5 pathways were immune-related. 

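The lowest adjusted p in intact colon between strains at 12 weeks was that of Interferon gamma signaling (94 genes, median log2 fold change 0.41, adjusted p = 1.5e-10 from limma's camera), with Costimulation by the CD28 family (45 genes) next. With age in *Il10-/-* mice, Chemokine receptors bind chemokines (47 genes) had a median of 0.92 (adjusted p = 1.1e-12). Of the sets made up mostly of immune system genes, 84 of 191 were higher between strains and 74 with age, and none was lower. With limma's fry 85 and 68 were higher, and 20 and 10 were lower.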

In the epithelium, one of the top 5 pathways for each treatment comparison was not related to immune functioning (fatty acid metabolism).

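In epithelium between the strains at 12 weeks the lowest adjusted p belonged to Biological oxidations (153 genes, lower in mice labelled *Il10-/-*, median log2 fold change -0.16, adjusted p = 1.1e-08 from limma's camera). Interferon gamma signaling (median 0.14, adjusted p = 1.1e-07) was higher. With age the lowest adjusted p, 3.3e-08 after rounding, was shared. It was that of Immunoregulatory interactions between a Lymphoid and a non-Lymphoid cell (71 genes) and of Chemokine receptors bind chemokines. Of 48 genes of fatty acid metabolism, 11 were called between strains, all 11 lower, and 3 were called with age.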

**Table 4:** Top five canonical pathways for intact colon and colon epithelium.

Part of colon	Canonical pathway	Percentage of genes in pathwaythat were observed in thisgene list	P value
*Il10^−/−^ mice, 12 vs. 6 weeks*			
Intact colon	Communication between innate and adaptive immune cells	36	9.54×10^−24^
	Altered T and B cell signalling in rheumatoid arthritis	42	1.40×10^−20^
	Graft-versus-host disease signalling	50	2.73×10^−17^
	T helper cell differentiation	44	1.62×10^−16^
	Dendritic cell maturation	25	3.68×10^−15^
Colon epithelium	Dendritic cell maturation	10	1.95×10^−11^
	T helper cell differentiation	18	1.06×10^−10^
	Altered T and B cell signalling in rheumatoid arthritis	15	1.28×10^−10^
	Graft-vs-host disease signalling	22	2.11×10^−10^
	Type I diabetes mellitus signalling	12	3.64×10^−09^
*Il10^−/−^ mice vs. C57BL/6J mice,12 weeks*			
Intact colon	Communication between innate and adaptive immune cells	38	7.42×10^−19^
	Dendritic cell maturation	31	4.49×10^−16^
	Altered T and B cell signalling in rheumatoid arthritis	45	1.19×10^−15^
	Allograft rejection signalling	29	5.82×10^−14^
	Graft-vs-host disease signalling	52	6.70×10^−14^
Colon epithelium	LPS/IL-1 mediated inhibition of RXR function	14	2.92×10^−12^
	Fatty acid metabolism	13	5.78×10^−12^
	Allograft rejection signalling	16	4.12×10^−11^
	Communication between innate and adaptive immune cells	16	4.23×10^−10^
	Dendritic cell maturation	13	6.00×10^−10^

Canonical pathways were generated by IPA from the genelists for each treatment comparison. The comparisons were: *Il10^−/−^* mice at 12 weeks of age *vs.* C57BL/6J mice at 12 weeks of age; *Il10^−/−^* mice at 12 weeks of age *vs. Il10^−/−^* mice at 6 weeks of age; C57BL/6J mice at 12 weeks of age *vs.* C57BL/6J mice at 6 weeks of age; and *Il10^−/−^* mice at 6 weeks of age *vs.* C57BL/6J mice at 6 weeks of age.

A network of the molecules from the top 5 differentially expressed canonical pathways in the colon epithelium for *Il10^−/−^* mice at 12 weeks of age compared to 6 weeks of age is shown in Figure 5. The same network overlaid with expression values for the same comparison in intact colon is shown in Figure 6 and shows that these genes had similar patterns of expression in both intact colon and colon epithelium. 

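The 22 genes named in the networks of Fig. 5 and Fig. 6 were compared between tissues for 12 against 6 week old mice labelled *Il10-/-*. In intact colon 21 were called, all higher at 12 weeks, with a median log2 fold change of 1.48. In epithelium 18 were called, 17 of them higher, with a median of 1.21. The difference between tissues was itself called, as an interaction in limma, for 1 of the 22. *Il1b* (chromosome 2 of mm7, 129105464 to 129105523) rose by 2.97 in intact colon and 3.49 in epithelium. *Ifng* (NM_008337, chromosome 10, 117841087 to 117841146) rose by 2.09 and 2.12.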

One major difference was that the abundance of IL18 mRNA was reduced in the colon epithelium of *Il10^−/−^* mice at 12 weeks of age compared to 6 weeks of age but was not differentially expressed for the intact colon. These findings indicate that the gene expression profiles in *Il10^−/−^* mice at 12 weeks of age were mostly similar between intact colon and colon epithelium.

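The *Il18* ratio in epithelium was 0.93 ± 0.84 (SD, n = 6) at 6 weeks and -0.66 ± 0.17 (SD, n = 6) at 12 weeks in mice labelled *Il10-/-*. The log2 fold change was -1.59 (standard error 0.29, adjusted p = 0.0050 in limma) and stayed between -1.81 and -1.39 with each array left out. Its probe was well above background on 3 of the 12 week arrays. In intact colon the ratio was 0.08 ± 0.52 (SD, n = 6) and -0.41 ± 0.41 (SD, n = 6), a log2 fold change of -0.49 (standard error 0.29, adjusted p = 0.351). The difference of -1.10 between the tissues was not called (adjusted p = 0.22).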

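Across the 3621 genes called in either tissue between the strains at 12 weeks, the log2 fold changes in intact colon and in epithelium correlated with r = 0.708. With age in mice labelled *Il10-/-* r was 0.699 (2350 genes). Genes are not independent replicates. The slope of the epithelial on the intact colon change was 0.562 and 0.419. With dim probes left out r was 0.805 and 0.799, and over all tested genes it was 0.618 and 0.584. Genes called in intact colon by their brightest probe were divided into 3 groups of like size by their epithelial signal (1057, 1056 and 1056 genes between the strains). In these, the slope between the strains was 0.135 in the dimmest group, 0.515 in the middle group and 0.944 in the brightest. A difference between the tissues was called as an interaction in limma for 1312 genes between strains and 895 genes with age. Far fewer were called with dim probes left out. The fit treated the arrays of the tissues as independent, because no label pairs them by mouse. From these patterns in the networks of both tissues, the paper concludes that the expression profiles of 12 week old *Il10-/-* mice were mostly similar in intact colon and colon epithelium.

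**Figure D4:**
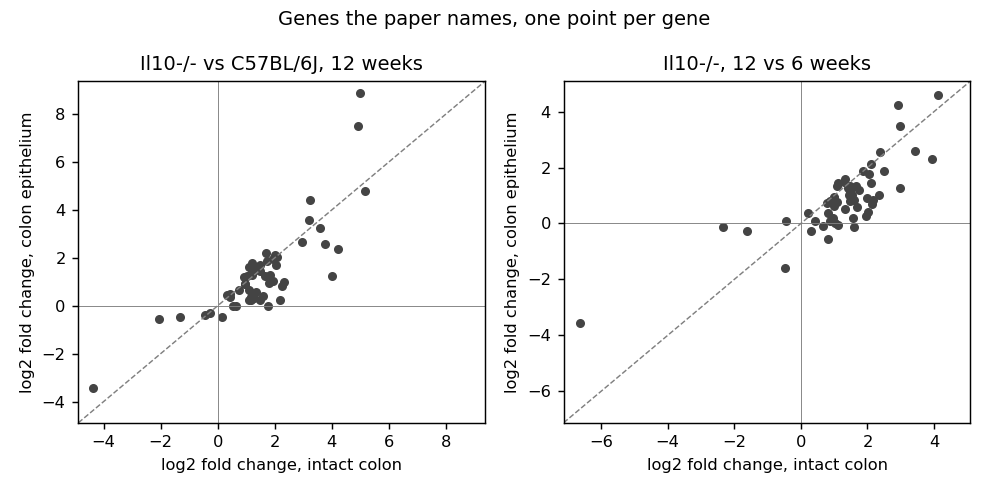
Log2 fold change in colon epithelium (vertical) against that in intact colon (horizontal) for the genes named in the paper, between the strains at 12 weeks and with age in Il10−/− mice. The dashed line marks equal changes.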

**Figure 5:**
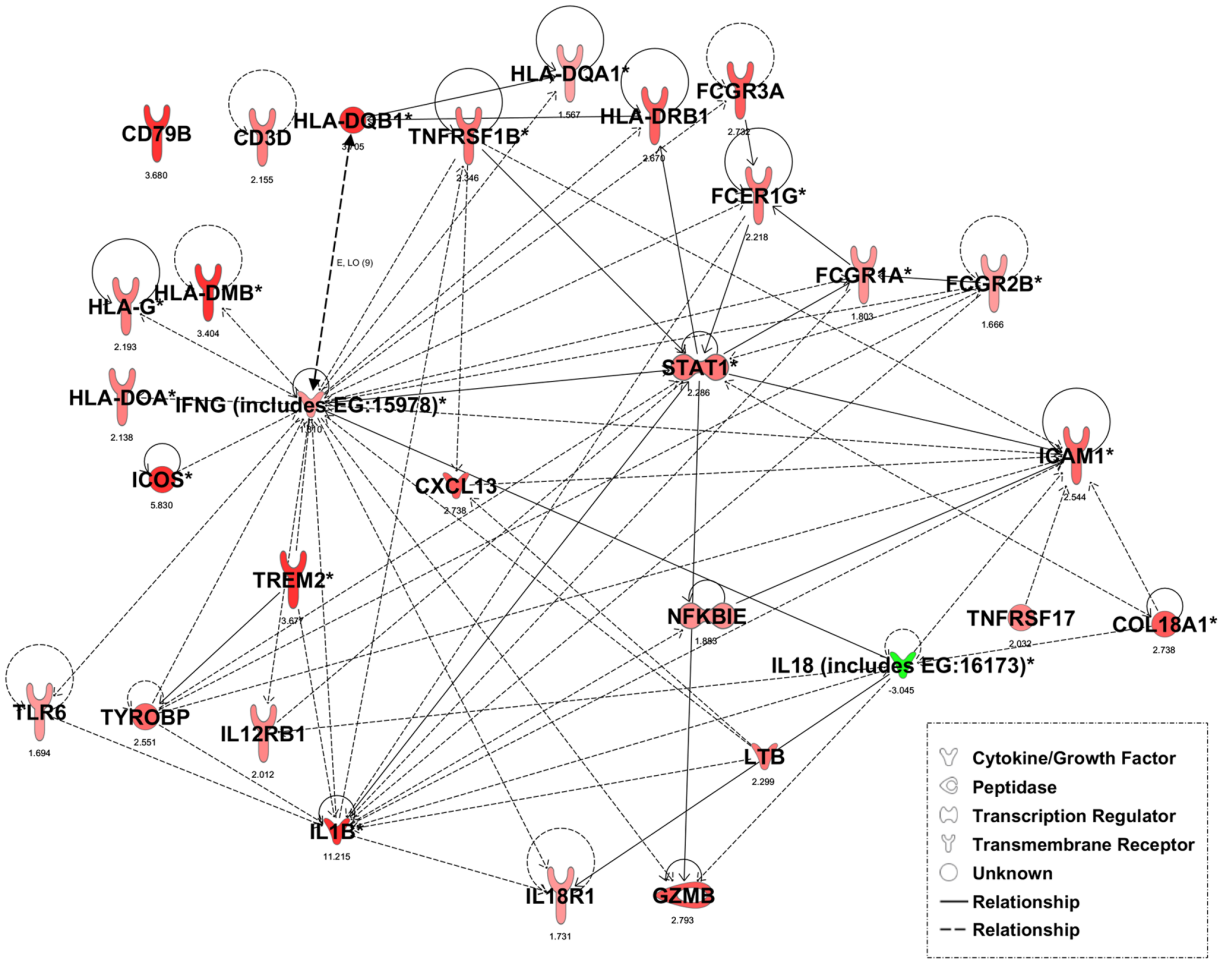
Network diagram showing gene expression in the colon epithelium. Network diagram of genes from the top 5 differentially expressed canonical pathways in *Il10^−/−^* mice at 12 weeks of age *vs.* 6 weeks of age in the colon epithelium. *denotes genes that are detected two or more times on an array. Genes or gene products are represented as nodes, and the biological relationship between two nodes is represented as a line. All relationships are supported by at least one reference from literature. Red and green coloured nodes indicate degree of fold change, with red indicating an increase in expression in *Il10^−/−^* mice at 12 weeks of age relative to *Il10^−/−^* mice at 6 weeks of age and green indicating a decrease in expression. Colour intensity is correlated with the degree of change in expression with greater intensity representing a higher expression level. Nodes are displayed with various shapes that represent the functional class of genes as shown in the legend. Fold changes are shown beneath each node.

**Figure 6:**
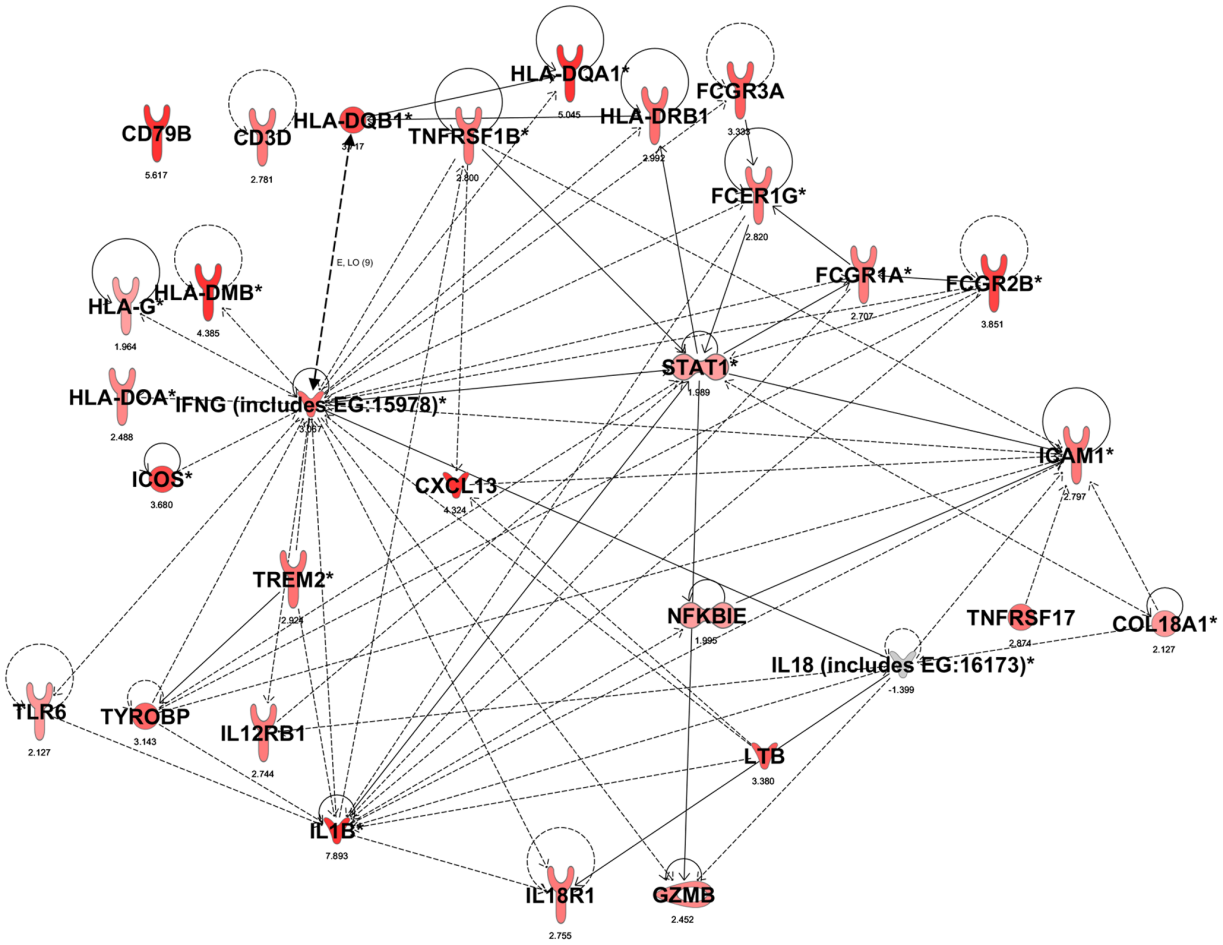
Network diagram of gene expression in the intact colon. Network diagram shown in Figure 5 overlaid with expression values for the same treatment comparison in intact colon.

#### Gene set enrichment analysis

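At 6 weeks, camera called 209 of the 762 Reactome sets between the strains in intact colon and 95 in epithelium. The lowest adjusted p in each tissue was that of Mitotic Prometaphase (98 genes), at 7.2e-11 in intact colon with a median log2 fold change of 0.13 and at 1.2e-15 in epithelium with a median of 0.16. Under fry, which allows for the correlation among genes, 0 sets of intact colon passed an FDR of 0.05 and 1 of epithelium. Without adjustment camera gave 265 and 210 sets with p under 0.05.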

Differentially expressed genes clustered into few gene sets in *Il10^−/−^ vs.* C57BL/6J mice at 6 weeks of age: 3 in intact colon and 6 in colon epithelium (Table 5), with only one of these sets still significant after correction for multiple hypothesis testing. This was not surprising because there was no difference in colon HIS between these groups. 

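Of the sets called at 6 weeks, 54 of intact colon and 4 of epithelium were immune sets with higher values in mice labelled *Il10-/-*. None of the 54 or of the 4 held under fry. Among families, 35 chemokine ligands were higher in epithelium (median log2 fold change 0.20, adjusted p = 7.7e-05 from limma's camera) and not in intact colon (adjusted p = 0.910). No chemokine ligand was called as a single gene in either tissue.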

In the colon epithelium, 2 of the 6 gene sets were immune-related (chemokine signalling pathway, and cytokine-cytokine receptor interaction) while in the intact colon, no immune-related gene sets were identified. This may indicate that targeting epithelial cells can increase sensitivity for detecting immune changes that occur early in the inflammatory process. 

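Neither tissue had a chemokine receptor or interleukin family past an FDR of 0.05 at 6 weeks, and the adjusted p of the chemokine receptors was 0.603 in epithelium and 0.856 in intact colon. MHC class II passed in intact colon alone (10 genes, adjusted p = 0.011 from limma's camera) and Fc receptors in epithelium alone (7 genes, adjusted p = 0.0018). From the sets found in epithelium at this age, the paper proposes that profiling epithelial cells can make early immune changes easier to detect.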

Differentially expressed genes also clustered into few gene sets in C57BL/6J mice at 12 weeks of age *vs.* C57BL/6J mice at 6 weeks of age (Table 6), none of which were significant after correction for multiple hypothesis testing. These gene sets were related to cell membrane function and cell signalling and likely represented age and growth-related changes in the colon of the C57BL/6J mice.

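With age in C57BL/6J mice, camera called 137 sets in intact colon, 88 higher and 49 lower at 12 weeks, and 26 in epithelium, all higher. Under fry 97 and 0 sets passed.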

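The lowest adjusted p with age in C57BL/6J mice was that of Mitochondrial translation termination (82 genes, median log2 fold change 0.16, adjusted p = 7.7e-10 from limma's camera) in intact colon and of Eukaryotic Translation Elongation (82 genes, median 0.31, adjusted p = 7.2e-13) in epithelium. The paper states that its own sets for this comparison likely represent changes of age and growth.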

**Table 5:** sets for *Il10^−/−^* mice *vs.* C57BL/6J mice at 6 weeks of age.

Pathway ID	Pathway name	P value	FDR
*Intact colon*			
mmu00520	Amino sugar and nucleotide sugar metabolism	0.016	1
mmu04141	Protein processing in endoplasmic reticulum	0.020	1
mmu04914	Progesterone-mediated oocyte maturation	0.031	1
*Colon epithelium*			
mmu00565	Ether lipid metabolism	<0.001	<0.001
mmu04062	Chemokine signalling pathway	0.004	0.644
mmu04914	Progesterone-mediated oocyte maturation	0.020	1
mmu05144	Malaria	0.033	1
mmu04110	Cell cycle	0.035	1
mmu04060	Cytokine-cytokine receptor interaction	0.048	1

Gene sets were obtained from GSEA for intact colon and colon epithelium.

**Table 6:** Gene sets for C57BL/6J mice at 12 weeks of age *vs*. 6 weeks of age.

Pathway ID	Pathway name	P value	FDR
*Intact colon*			
mmu04540	Gap junction	0.002	0.298
mmu04080	Neuroactive ligand-receptor interaction	0.005	0.801
mmu04670	Leukocyte transendothelial migration	0.020	1
*Colon epithelium*			
mmu00512	O-Glycan biosynthesis	0.012	1
mmu04070	Phosphatidylinositol signaling system	0.020	1
mmu00562	Inositol phosphate metabolism	0.039	1
mmu03010	Ribosome	0.040	1

Gene sets were obtained from GSEA for intact colon and colon epithelium.

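For the comparisons of 12 week old *Il10-/-* mice, 288 and 283 of the 762 Reactome sets had an unadjusted p under 0.05 in intact colon (camera) and 150 and 147 in epithelium. In intact colon 134 of the 199 sets called between strains were also called with age (67.3%), 126 of them in the same direction. In epithelium 41 of 92 were shared (44.6%), all in the same direction.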

In *Il10^−/−^ vs.* C57BL/6J mice at 12 weeks of age, and in *Il10^−/−^* mice at 12 weeks *vs.* 6 weeks, differentially expressed genes clustered into a large number of gene sets which was expected given the change in colon HIS. 

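Among the immune sets, epithelium had 24 that were higher between the strains at 12 weeks and 33 that were higher with age.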

A number of these pathways were related to immunity and cancer. There were fewer metabolism-related gene sets in *Il10^−/−^* mice at 12 weeks *vs.* 6 weeks than *Il10^−/−^ vs.* C57BL/6J mice at 12 weeks of age. 

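Lower at 12 weeks with limma's camera were 14 of 93 metabolism sets between strains and 18 with age in intact colon. In epithelium the numbers were 31 and 8. With limma's fry the order in intact colon turned, with 49 lower between strains and 29 with age. In epithelium fry gave 22 and 1.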

Overall, differentially expressed genes clustered into similar gene sets in the colon epithelium and intact colon for both comparisons of *Il10^−/−^* mice at 12 weeks *vs.* C57BL/6J mice at 12 weeks (Table 7) and *Il10^−/−^* mice at 12 weeks *vs. Il10^−/−^* mice at 6 weeks (Table 8).

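Of the sets called in epithelium between the strains at 12 weeks, 69 were also called in intact colon in the same direction, and with age 40 were.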

**Table 7:** Gene sets for *Il10^−/−^* mice *vs*. C57BL/6J mice at 12 weeks of age.

KEGG pathway ID	Pathway name	P value	FDR
*Intact colon*			
mmu00051	Fructose and mannose metabolism	<0.001	<0.001
mmu00520	Amino sugar and nucleotide sugar metabolism	<0.001	<0.001
mmu00562	Inositol phosphate metabolism	<0.001	<0.001
mmu00565	Ether lipid metabolism	<0.001	<0.001
mmu00601	Glycosphingolipid biosynthesis - lacto and neolacto series	<0.001	<0.001
mmu04010	MAPK signaling pathway	<0.001	<0.001
mmu04012	ErbBsignaling pathway	<0.001	<0.001
mmu04060	Cytokine-cytokine receptor interaction	<0.001	<0.001
mmu04062	Chemokine signaling pathway	<0.001	<0.001
mmu04115	p53 signaling pathway	<0.001	<0.001
mmu04120	Ubiquitin mediated proteolysis	<0.001	<0.001
mmu04142	Lysosome	<0.001	<0.001
mmu04145	Phagosome	<0.001	<0.001
mmu04150	mTORsignaling pathway	<0.001	<0.001
mmu04210	Apoptosis	<0.001	<0.001
mmu04370	VEGF signaling pathway	<0.001	<0.001
mmu04512	ECM-receptor interaction	<0.001	<0.001
mmu04514	Cell adhesion molecules (CAMs)	<0.001	<0.001
mmu04612	Antigen processing and presentation	<0.001	<0.001
mmu04620	Toll-like receptor signaling pathway	<0.001	<0.001
*Colon epithelium*			
mmu00565	Ether lipid metabolism	<0.001	<0.001
mmu00601	Glycosphingolipid biosynthesis - lacto and neolacto series	<0.001	<0.001
mmu04010	MAPK signaling pathway	<0.001	<0.001
mmu04060	Cytokine-cytokine receptor interaction	<0.001	<0.001
mmu04062	Chemokine signaling pathway	<0.001	<0.001
mmu04145	Phagosome	<0.001	<0.001
mmu04210	Apoptosis	<0.001	<0.001
mmu04270	Vascular smooth muscle contraction	<0.001	<0.001
mmu04370	VEGF signaling pathway	<0.001	<0.001
mmu04514	Cell adhesion molecules (CAMs)	<0.001	<0.001
mmu04612	Antigen processing and presentation	<0.001	<0.001
mmu04620	Toll-like receptor signaling pathway	<0.001	<0.001
mmu04621	NOD-like receptor signaling pathway	<0.001	<0.001
mmu04623	Cytosolic DNA-sensing pathway	<0.001	<0.001
mmu04630	Jak-STAT signaling pathway	<0.001	<0.001
mmu04640	Hematopoietic cell lineage	<0.001	<0.001
mmu04650	Natural killer cell mediated cytotoxicity	<0.001	<0.001
mmu04660	T cell receptor signaling pathway	<0.001	<0.001
mmu04662	B cell receptor signaling pathway	<0.001	<0.001
mmu04664	Fc epsilon RI signaling pathway	<0.001	<0.001

Gene sets were obtained from GSEA for intact colon and colon epithelium. The top 20 gene sets are shown.

**Table 8:** Gene sets for *Il10^−/−^* mice at 12 weeks of age *vs.* 6 weeks of age.

KEGG pathway ID	Pathway name	P value	FDR
*Intact colon*			
mmu00601	Glycosphingolipid biosynthesis - lacto and neolacto series	<0.001	<0.001
mmu04012	ErbBsignaling pathway	<0.001	<0.001
mmu04060	Cytokine-cytokine receptor interaction	<0.001	<0.001
mmu04062	Chemokine signaling pathway	<0.001	<0.001
mmu04142	Lysosome	<0.001	<0.001
mmu04144	Endocytosis	<0.001	<0.001
mmu04145	Phagosome	<0.001	<0.001
mmu04210	Apoptosis	<0.001	<0.001
mmu04370	VEGF signaling pathway	<0.001	<0.001
mmu04514	Cell adhesion molecules (CAMs)	<0.001	<0.001
mmu04612	Antigen processing and presentation	<0.001	<0.001
mmu04620	Toll-like receptor signaling pathway	<0.001	<0.001
mmu04621	NOD-like receptor signaling pathway	<0.001	<0.001
mmu04630	Jak-STAT signaling pathway	<0.001	<0.001
mmu04640	Hematopoietic cell lineage	<0.001	<0.001
mmu04650	Natural killer cell mediated cytotoxicity	<0.001	<0.001
mmu04660	T cell receptor signaling pathway	<0.001	<0.001
mmu04662	B cell receptor signaling pathway	<0.001	<0.001
mmu04664	Fc epsilon RI signaling pathway	<0.001	<0.001
mmu04666	Fc gamma R-mediated phagocytosis	<0.001	<0.001
*Colon Epithelium*			
mmu00562	Inositol phosphate metabolism	<0.001	<0.001
mmu04060	Cytokine-cytokine receptor interaction	<0.001	<0.001
mmu04062	Chemokine signaling pathway	<0.001	<0.001
mmu04145	Phagosome	<0.001	<0.001
mmu04210	Apoptosis	<0.001	<0.001
mmu04514	Cell adhesion molecules (CAMs)	<0.001	<0.001
mmu04612	Antigen processing and presentation	<0.001	<0.001
mmu04620	Toll-like receptor signaling pathway	<0.001	<0.001
mmu04621	NOD-like receptor signaling pathway	<0.001	<0.001
mmu04640	Hematopoietic cell lineage	<0.001	<0.001
mmu04650	Natural killer cell mediated cytotoxicity	<0.001	<0.001
mmu04660	T cell receptor signaling pathway	<0.001	<0.001
mmu04662	B cell receptor signaling pathway	<0.001	<0.001
mmu04664	Fc epsilon RI signaling pathway	<0.001	<0.001
mmu04666	Fc gamma R-mediated phagocytosis	<0.001	<0.001
mmu04672	Intestinal immune network for IgA production	<0.001	<0.001
mmu04730	Long-term depression	<0.001	<0.001
mmu04940	Type I diabetes mellitus	<0.001	<0.001
mmu05140	Leishmaniasis	<0.001	<0.001
mmu05142	Chagas disease	<0.001	<0.001

Gene sets were obtained from GSEA for intact colon and colon epithelium. The top 20 gene sets are shown.

#### Expression of known IBD genes in intact colon and colon epithelium

From a list of 32 genes whose expression is known to be altered in the inflamed intestinal mucosa in IBD patients [36], [37], [38], [39], the majority were also differentially expressed in this experiment. These genes included many interleukins, chemokine receptor and ligands, metalloproteinases, and genes commonly identified in IBD and other inflammatory diseases (Table 9). 

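Between the strains at 12 weeks, 29 of the 32 genes were called in intact colon and 15 in epithelium, and with age in mice labelled *Il10-/-* 26 and 9 were. Since the list was fixed beforehand from other studies, the count adjusted over the list alone was 29 and 29 in intact colon and 21 and 19 in epithelium. The list's median log2 fold change between strains was 1.70 in intact colon and 1.00 in epithelium. With normexp background correction the epithelial counts rose most, to 19 and 11.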

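By family, limma called 19 of 35 chemokine ligands in intact colon between the strains at 12 weeks, 15 of them higher, and 10 in epithelium, 9 of them higher. Of 19 chemokine receptors it called 11 and 0. It called 12 and 4 of 33 interleukins, and 13 and 4 of 25 matrix metalloproteinases and their inhibitors.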

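In intact colon the called share of the 32 genes was 90.6% between the strains at 12 weeks, with 28 higher and 1 lower in mice labelled *Il10-/-*, and 81.2% with age, with 25 higher and 1 lower. Leaving out single arrays gave 28 to 29 genes and 23 to 28 genes. *Abcb1a* (NM_011076, chromosome 5 of mm7, 8785623 to 8785682) was the gene that fell, from 2.33 ± 0.23 (SD, n = 6) in 12 week old C57BL/6J mice and 2.62 ± 0.36 (SD, n = 6) in 6 week old *Il10-/-* mice to 0.28 ± 0.64 (SD, n = 6). *Tnf* (NM_013693, chromosome 17, 33296067 to 33296126) rose from -0.11 ± 0.22 (SD, n = 6) in C57BL/6J mice to 2.08 ± 0.55 (SD, n = 6), a log2 fold change of 2.18 (standard error 0.22, adjusted p = 1.7e-07 in limma).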

The majority of these 32 genes were differentially expressed in the intact colon (91% for the comparison *Il10^−/−^* mice at 12 weeks of age *vs.* C57BL/6J mice at 12 weeks of age and 84% for the comparison *Il10^−/−^* mice at 12 weeks of age *vs. Il10^−/−^* mice at 6 weeks of age). This confirms that the pathology of the mouse model used here bears many similarities to IBD and to commonly used mouse models of IBD [7], [14]. 

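By sign alone, 30 and 31 of the 32 genes were higher in intact colon of 12 week old mice labelled *Il10-/-*. From the share of listed genes that changed, the paper concludes that the mouse model resembles human IBD and other mouse models of it.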

In the colon epithelium, 69% of these genes were differentially expressed for *Il10^−/−^* mice at 12 weeks of age *vs.* C57BL/6J mice at 12 weeks of age, compared to 91% in intact colon, indicating that the gene expression profiles were similar, but not identical, in colon epithelium compared to intact colon. However, in *Il10^−/−^* mice at 12 weeks of age *vs. Il10^−/−^* mice at 6 weeks of age, only 34% of these genes were differentially expressed in the colon epithelium compared to 84% in intact colon, indicating there were differences in the gene expression profile between epithelium and intact colon in *Il10^−/−^* mice, from the early stage of colitis to when colitis was fully developed.

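The 15 genes called in epithelium between strains were 46.9% of the list. By sign 28 of the 32 were higher in mice labelled *Il10-/-*, and 26 had an unadjusted p under 0.05 in limma. The number called fell to 10 without replicate 5 of the 12 week old C57BL/6J mice. A difference between tissues was called for 5 of the genes.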

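With age in mice labelled *Il10-/-*, the 9 genes called in epithelium were 28.1% of the list, by sign 27 were higher, and the median log2 fold change was 0.76 against 1.52 in intact colon. For 4 genes the difference between tissues was called in limma.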

**Table 9:** Expression of IBD genes in colon and colon epithelium in *Il10^−/−^* mice.

	*Il10^−/−^ vs.C57BL/6J mice, 12 weeks*		*Il10^−/−^ mice, 12 vs.6 weeks*	
IBD-related genes	Intactcolon	Colonepithelium	Intactcolon	Colonepithelium
Tumour necrosis factor; *TNF*	X		X	
Interferon-γ; *IFNγ*	X	X	X	X
Lymphotoxin β; *Ltb*	X	X	X	X
Interleukin-6; *IL6*	X	X	X	
Interleukin-16; *IL16*			X	X
Interleukin-18 receptor 1; *IL18R1*	X		X	X
Interleukin-22; *IL22*	X			
Chemokine receptor 2; *CCR2*	X	X	X	X
Chemokine receptor 7; *CCR7*	X		X	
Chemokine (C-C motif) ligand 2; *CCL2*	X	X		X
Chemokine (C-C motif) ligand 3; *CCL3*	X	X	X	X
Chemokine (C-C motif) ligand 4; *CCL4*	X	X	X	
Chemokine (C-C motif) ligand 5; *CCL5*	X	X	X	X
Chemokine (C-C motif) ligand 7; *CCL7*	X		X	
Chemokine (C-C motif) ligand 11; *CCL11*				
Chemokine (C-C motif) ligand 17; *CCL17*	X	X	X	
Chemokine (C-C motif) ligand 20; *CCL20*			X	
Chemokine (C-X-C motif) receptor 3; *CXCR3*	X	X	X	
Chemokine (C-X-C motif) ligand 1; *CXCL1*	X	X	X	
Chemokine (C-X-C motif) ligand 5; *CXCL5*	X	X	X	
Chemokine (C-X-C motif) ligand 10; *CXCL10*	X	X		
Matrix metalloproteinase 3; *MMP3*	X	X	X	X
Matrix metalloproteinase 7; *MMP7*	X	X	X	
Matrix metalloproteinase 9; *MMP9*	X	X	X	
Matrix metalloproteinase 14; *MMP14*	X	X	X	
Tissue inhibitor of metalloproteinase 1; *TIMP1*	X	X	X	
Regenerating islet-derived 3γ; *REG3G*	X	X	X	
Pancreatitis-associated protein; *PAP*	X	X	X	
S-100 calcium binding protein A8: *S100A8*	X	X	X	X
S-100 calcium binding protein A9: *S100A9*	X	X	X	X
ATP-binding cassette, subfamily B, 1a; *Abcb1a*	X		X	
Prostaglandin-endoperoxide synthase 2; *PTGS2*	X		X	
TOTAL DIFFERENTIALLY EXPRESSED GENES (OUT OF 32)	29	22	27	11

Genes identified as having increased expression levels in colon tissue in CD and/or UC patients with indication of whether they were also differentially expressed in the *Il10^−/−^* mice at 12 week of age *vs.* C57BL/6J mice at 12 weeks or *vs. Il10^−/−^* mice at 6 weeks of age. An X denotes a gene that is differentially expressed while a blank space indicates that the gene was not significantly differentially expressed in the dataset.

## Discussion

Findings from this study indicate that microarray analysis of intact colon and colon epithelium in colon inflammation in the *Il10^−/−^* mouse model produces similar gene expression profiles at the pathway and gene set level. Overall, intact colon samples provided information on a greater number of genes, but in early inflammation, microdissected epithelium profiles were more sensitive to changes in immune-related pathways.

Colon histology results confirmed that the *Il10^−/−^* mice used in this experiment developed a phenotype of colon inflammation, similar to that reported for this mouse model [14], [16], [33]. In intact colon, the gene expression patterns in 12 week old *Il10^−/−^* mice compared to age-matched C57BL/6J mice, or 6 week old *Il10^−/−^* mice, were consistent with other studies of colon gene expression in the *Il10^−/−^* model [14], [34], [40] and in other mouse models of IBD [7]. These results confirm that these mice are a relevant model in which to study the gene expression profile of intact colon and the colon epithelium during colitis.

### Many IBD Genes were Differentially Expressed in the Colon Epithelium as well as Intact Colon

Genes whose expression level is known to be increased in IBD were increased in the colon epithelium of *Il10^−/−^* mice at 12 weeks of age, including: cytokine and cytokine receptor genes (*Ifn*-γ, *Ltβ, Il6, Il16, Il18r1*), and chemokine and chemokine receptor genes (chemokine (C-C motif) receptor (*Ccr*)-*2,* chemokine (C-C motif) ligand (*Ccl*)-2, *3, 4, 5, 17,* chemokine (C-X-C motif) receptor (*Cxcr*)-3, and chemokine (C-X-C motif) ligand (*Cxcl*)-*1, 5, 10*). 

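Among these genes, limma called *Ifng*, *Ltb*, *Ccl2*, *Ccl3*, *Ccl4*, *Ccl5*, *Ccl17* and *Cxcl10* in epithelium between the strains at 12 weeks. *Cxcl10* (NM_021274, chromosome 5 of mm7, 92334002 to 92334061) rose from -1.65 ± 0.94 (SD, n = 5) to 1.61 ± 0.69 (SD, n = 6), a log2 fold change of 3.26 (standard error 0.50, adjusted p = 4.0e-04), and *Ccl2* (NM_011333, chromosome 11, 82118723 to 82118782) by 1.85 (standard error 0.21, adjusted p = 1.7e-05). *Ifng* was not well above background in any of the 5 C57BL/6J samples, and its change was at least 4.23-fold. The call of *Ccl17* (log2 fold change 1.49, adjusted p = 0.043) held in 2 of 11 fits with an array left out and that of *Ltb* (1.02, adjusted p = 0.026) in 4. *Il18r1* was called with age alone (log2 fold change 0.79, adjusted p = 0.0010). *Il6*, *Il16*, *Ccr2*, *Cxcr3*, *Cxcl1* and *Cxcl5* were higher by 0.39 to 1.26 and were not called.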

Chemokines control leukocyte trafficking and the migration of leukocytes into sites of inflammation are crucial for the pathogenesis of experimental colitis and increased gene and protein abundance of chemokines occurs in IBD [41], [42]. The results from this study are in agreement with reports that the colon epithelium produces chemokine signals to induce an influx of leukocytes in mucosal inflammation [43].

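Among the matrix metalloproteinases in epithelium between the strains at 12 weeks, *Mmp3* had a log2 ratio of 2.45 ± 1.84 (SD, n = 6) in mice labelled *Il10-/-* against -0.13 ± 0.09 (SD, n = 5) in C57BL/6J mice, a log2 fold change of 2.58 (standard error 0.56). *Mmp14* (NM_008608, chromosome 14 of mm7, 49308207 to 49308266) rose by 1.28 (standard error 0.28, adjusted p = 0.012 in limma) and *Timp1* (NM_011593, chromosome X, 19307699 to 19307758) by 1.22 (standard error 0.27, adjusted p = 0.013). Each call held in 10 of 11 fits with an array left out. Each rested on the brightest probe alone, as 1 of 2 *Mmp14* probes and 1 of 3 *Timp1* probes were called. The lowest change of another probe was 0.11 for *Mmp14* and -0.01 for *Timp1*. *Mmp7* rose by 0.84 (adjusted p = 0.20) and *Mmp9* by 0.65 (adjusted p = 0.32), and neither was called.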

Genes involved in tissue remodelling (matrix metalloproteinase (*Mmp*)-*3, 7, 9, 14,* and tissue inhibitor of metalloproteinase-1 (*Timp1*)) were also expressed in the epithelium in inflamed *Il10^−/−^* mice at 12 weeks of age. Matrix metalloproteinases (MMPs) are involved with tissue remodelling, angiogenesis, and promotion of leukocyte extravasation and their expression is increased in IBD [44], [45]. The activity of MMP1, 3 and 9 is controlled by tissue inhibitor of metalloproteinase (TIMP-1), the expression of which is also increased in colitis [45]. Increased production of MMPs has a role in tissue damage in IBD and some studies show that genetic variation in MMP genes may play a role in inter-individual differences in UC susceptibility and clinical outcome [46]. 

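With age in mice labelled *Il10-/-*, *Mmp14* and *Timp1* rose by 0.79 and 0.85 in epithelium and were not called (adjusted p = 0.36 and 0.21 in limma). In intact colon the changes of *Timp1* were 1.66 between strains and 1.60 with age, both called. From the epithelial increases, the paper concludes that MMP and TIMP1 transcripts rise in the epithelium in IBD.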

The results of this study indicate that increased expression levels of gene transcripts for MMP and TIMP1 proteins in IBD occurs in the epithelium.

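In epithelium, *S100a9* rose from -1.29 ± 0.34 (SD, n = 5) in 12 week old C57BL/6J mice to 3.49 ± 1.01 (SD, n = 6) in mice labelled *Il10-/-*, a log2 fold change of 4.78 (standard error 0.46, adjusted p = 1.7e-06 in limma). *S100a8* rose from -0.43 ± 0.20 (SD, n = 5) to 1.96 ± 0.92 (SD, n = 6), a change of 2.38 (standard error 0.29, adjusted p = 3.0e-05). The *S100a8* probe was not well above background in the C57BL/6J mice, which makes its change at least 4.46-fold.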

Other genes whose expression levels are known to be increased in IBD that were increased in the *Il10^−/−^* mice at 12 weeks of age in colon epithelium were the S-100 calcium binding proteins A8 and A9 (calgranulin A and B) (*S100a8, 9). S100a8* and *S100a9* form a heterodimer called calprotectin, a pro-inflammatory mediator involved in acute and chronic inflammation [47], [48]. This finding is in agreement with studies that showed that *S100a8* and *S100a9* are expressed in mucosal epithelium under inflammatory conditions and in inflammation-associated cancer [47], [48]. 

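With age in mice labelled *Il10-/-*, *S100a8* rose at least 4.02-fold in epithelium (adjusted p = 5.5e-05 in limma). Both genes were also on the list of neutrophil marker genes, whose median log2 fold change in epithelium between strains was 1.09.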

Increased expression levels of these genes in colitis may reflect neutrophil infiltration [7]. These transcripts could be localised to specific cell types within the epithelium, such as intraepithelial lymphocytes, or to neutrophils infiltrating the lamina propria which may have been inadvertently captured during microdissection, by comparing their relative expression levels in each cell type in a future study using LMD.

### Some IBD Genes were Differentially Expressed in Intact Colon but not Epithelium

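Of the 781 genes called in epithelium between the strains at 12 weeks, 632 (80.9%) were also called in intact colon, where 98.0 were expected by chance. With age in mice labelled *Il10-/-*, 299 of 352 (84.9%) were, against 29.2 expected. The shared probes changed in the same direction for 663 of 666 and 312 of 314. Of the 149 genes called between strains in epithelium alone, 85.2% had the same sign in intact colon.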

Approximately 45% of the differentially expressed genes in the colon epithelium were also differentially expressed in intact colon for the comparisons between *Il10^−/−^* mice at 12 weeks *vs. Il10^−/−^* mice at 6 weeks, and *Il10^−/−^* mice at 12 weeks *vs.* C57BL/6J mice at 12 weeks. This suggests that either the similarity in pathways, processes and gene sets between intact colon and colon epithelium in these comparisons is due to fewer than 50% of the differentially expressed genes in the colon epithelium, or that many of the total number of differentially expressed genes in the epithelium belong to similar immune-related pathways. 

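At 6 weeks, 5 of the 14 genes called between strains in epithelium were also called in intact colon (35.7%; Fisher's exact test, one-sided, p = 1.0e-10), against 0.0319 expected by chance. The other 9 had the same sign in intact colon.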

In the *Il10^−/−^* mice at 6 weeks *vs.* C57BL/6J mice at 6 weeks, 27% of differentially expressed genes in the colon epithelium were also differentially expressed in intact colon.

From the list of IBD-related genes, those that were not differentially expressed in the colon epithelium were: *Tnf*, *Il6*, *Il22*, *Ccl*-4, 7, 11, 17, and 20, *Cxcr3*, *Cxcl*-1, 5 and 10; *Mmp*-7, 9, and 14, *Timp1*, regenerating islet-derived 3γ (*Reg3γ*), pancreatitis-associated protein (*Pap*), ATP-binding cassette, subfamily B (MDR/TAP), 1a (*Abcb1a*), and prostaglandin-endoperoxide synthase 2 (*Ptgs2*). 

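*Tnf*, *Il6*, *Il22*, *Ccl7*, *Ccl11*, *Ccl20*, *Cxcr3*, *Cxcl1*, *Cxcl5*, *Mmp7*, *Mmp9*, *Abcb1a* and *Ptgs2* were not called in epithelium. *Ccl4*, *Ccl17*, *Cxcl10*, *Mmp14*, *Timp1*, *Reg3g* and *Reg3b* were called between the strains at 12 weeks and none of these 7 with age. *Ccl4* (NM_013652, chromosome 11 of mm7, 83734455 to 83734514), for example, rose by 1.71 (standard error 0.28, adjusted p = 9.0e-04 in limma) between strains and by 0.92 (adjusted p = 0.16) with age. *Reg3g* changed by 1.01 with age (standard error 0.95).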

The lack of differential expression of *Abcb1a* in the epithelium was surprising. This gene codes for a membrane-associated transporter protein whose expression is altered in UC [49] and mouse models of colitis [7], and was differentially expressed in intact colon. Therefore, it was expected that this gene would be differentially expressed in the epithelium in the *Il10^−/−^* mice at 12 weeks of age compared to C57BL/6J mice or *Il10^−/−^* mice at 6 weeks of age. 

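The *Abcb1a* ratio in epithelium was -0.22 ± 0.08 (SD, n = 6) in 12 week old mice labelled *Il10-/-* and 0.33 ± 0.30 (SD, n = 5) in C57BL/6J mice, a log2 fold change of -0.55 (standard error 0.19, adjusted p = 0.188 in limma). Its probe was well above background on 0 of 6 and 1 of 5 of these arrays, so the size of a change is not measured well at this signal. In intact colon the log2 fold changes were -2.05 (standard error 0.29, adjusted p = 1.2e-05) between strains and -2.34 (adjusted p = 2.6e-06) with age. The interaction with tissue had adjusted p = 0.0070 and 3.3e-05, but with the probe near background in epithelium it does not show that the tissues differ. The spread between replicates was not wider in epithelium at the median probe, with a residual SD of 0.174 against 0.186 in intact colon. It was wider with normexp (0.313 against 0.199) and with dim probes left out (0.368 against 0.212).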

In microarray experiments performed with RNA from low numbers of cells, there can be increased variability in the expression ratios of genes and an increased likelihood of transcription error, which could result in inaccurate results for some mRNAs [50]. This could have occurred for *Abcb1a* and other IBD-associated genes in the epithelium, and if so, would be an argument for utilising intact colon tissue for IBD gene expression profiling in mouse models in order to obtain greater RNA yields.

### Intact Colon Samples Provide a Good Representation of Mucosal Gene Expression Changes

Overall, genes that have been identified in other studies as being differentially expressed in IBD were well-represented in these microarray experiments for both intact colon and colon epithelium. This indicates that intact colon samples provide a good indication of changes in gene expression profile that are occurring in the mucosa, in terms of gene sets and pathways. In the epithelium, when genes were not differentially expressed in a particular treatment comparison, closely related genes often were differentially expressed. For example, in colon epithelium for *Il10^−/−^* mice at 12 weeks of age *vs.* C57BL/6J mice at 12 weeks of age, *Mmps7, 9* or *14* were not differentially expressed but *Mmp10* was. Also, while *Tnf* itself was not differentially expressed, TNF receptor genes were. This indicates that differentially expressed genes in both intact colon and epithelium are involved in the same pathways and processes.

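In epithelium between the strains at 12 weeks, *Mmp10* (NM_019471, chromosome 9 of mm7, 7508134 to 7508193) rose from -1.20 ± 0.24 (SD, n = 5) to 3.22 ± 1.22 (SD, n = 6), a log2 fold change of 4.42 (standard error 0.47, adjusted p = 6.0e-06 in limma), at least 17.2-fold.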

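The *Tnf* ratio in epithelium was 0.33 ± 0.16 (SD, n = 6) in mice labelled *Il10-/-* and 0.10 ± 0.11 (SD, n = 5) in C57BL/6J mice, a log2 fold change of 0.23 (standard error 0.09, adjusted p = 0.28 in limma). Against the change in intact colon it differed by -1.95 (adjusted p = 1.1e-06). Of 20 genes of the TNF receptor superfamily, *Tnfrsf1b*, *Tnfrsf4*, *Tnfrsf9* and *Tnfrsf18* were called, all higher. *Tnfrsf1b* (NM_011610, chromosome 4 of mm7, 144626830 to 144626889) rose from -0.07 ± 0.29 (SD, n = 5) to 1.88 ± 0.44 (SD, n = 6), a change of 1.95 (standard error 0.23, adjusted p = 2.0e-05). Only this 1 of its 2 probes was called, and the other changed by -0.10. *Tnfrsf1a* was not called (adjusted p = 0.50).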

### Cellular Origin of Gene Expression changes in Colon Mucosa

The epithelial cell data was more sensitive to immune changes between mouse strains at 6 weeks of age using the gene set enrichment analysis. 

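For 36 genes of ether lipid metabolism at 6 weeks, limma's camera gave an adjusted p of 0.223 in epithelium and 0.856 in intact colon. Between the strains at 12 weeks it was 4.0e-04 in intact colon, where 25 genes were higher in mice labelled *Il10-/-*, and 0.431 in epithelium, where 14 were. The epithelial median at 12 weeks was -0.05 while the test's direction was up. As a single gene *Pla2g5* was called in epithelium at 6 weeks.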

An example is ether lipid metabolism, which was significant in the *Il10^−/−^* vs. C57 comparison at 6 weeks only in the epithelium, whereas for the *Il10^−/−^* vs. C57 comparison at 12 weeks it was significant in both intact colon and epithelium. Some of the ether lipids (plasmalogens) might have a role in defence against oxidative damage [51], [52], and this may represent a very early stage of the inflammatory process. However, the colon epithelium had fewer differentially expressed genes from the group of 32 known IBD-related genes than did intact colon, particularly in the treatment comparison *Il10^−/−^* mice at 12 weeks of age *vs. Il10^−/−^* mice at 6 weeks of age. 

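At 6 weeks, 0 of the 32 genes were called between the strains in intact colon and in epithelium, where 1 and 7 had an unadjusted p under 0.05 in limma. With adjustment over these 32 genes alone, 0 and 2 passed. The median log2 fold change was 0.05 and 0.02, with 18 of the 32 genes higher in each tissue. Single genes changed by -0.53 to 1.92 in intact colon and by -0.44 to 4.91 in epithelium. The medians and the lack of calls therefore do not exclude a large early change of a single gene. Leaving out replicate 5 of the 6 week old C57BL/6J mice gave 2 genes in epithelium.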

None of the listed IBD-related genes were differentially expressed at 6 weeks of age between *Il10^−/−^* and C57BL/6J mice in the colon epithelium, so increased mRNA abundance at 6 weeks of age was unlikely to be the reason they were not differentially expressed between 12 and 6 weeks of age in *Il10^−/−^* mice. This may indicate that they were more strongly expressed in non-epithelial cell types in colitis. When designing an experiment to analyse gene expression changes in *Il10^−/−^* mice in the early stages of colitis, it may be worth considering analysing the colon epithelium instead of intact colon in order to focus on early epithelial changes, with the understanding that information about some IBD-related genes may be missed.

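Lists of marker genes of cell types were tested with limma's camera in epithelium between the strains at 12 weeks. Genes of intraepithelial lymphocytes were higher in mice labelled *Il10-/-* (6 genes, median log2 fold change 0.54, adjusted p = 1.3e-05). The median was 0.12 for T cells (adjusted p = 6.5e-04), 0.27 for B cells (adjusted p = 8.1e-04), 1.07 for plasma cells (adjusted p = 1.2e-07) and 0.35 for macrophages (adjusted p = 3.6e-04). Genes of colonocytes were lower (median -1.28, adjusted p = 1.2e-07).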

The mRNA transcripts from the immune genes that were differentially expressed in the colon epithelium between inflamed *Il10^−/−^* mice and the other non-inflamed mice were likely to come from the enterocytes which form the majority of the collected cell population, or from intraepithelial lymphocytes (IEL). Increased pro-inflammatory cytokine secretory activity of IELs during colitis could account for the increased immune-related gene expression levels in epithelia from inflamed mouse colon. Intestinal IELs are important for the maintenance of intestinal homeostasis [53], [54], [55] and release cytokines upon activation that contribute to the activation and the recruitment of innate immune cells [56], [57]. The relative contribution of the IELs to the gene expression profile of the colon epithelium in *Il10^−/−^* mice is unknown. It is likely, based on the higher percentage of IL23R^+^ CD8^+^ IEL observed in CD and UC patients compared to healthy controls [57], that some types of IEL were more abundant in the inflamed colon.

The similarity between intact colon and colon epithelium gene expression profiles in *Il10^−/−^* mice *vs.* control mice in late inflammation in this study suggests that the colon epithelium (including IELs) is important in inflammatory signalling in IBD. 

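Between the strains at 12 weeks the change in epithelium had the same sign as in intact colon for 81.6% of the genes called in intact colon alone. From the similarity of the tissues, the paper proposes that the colon epithelium, with its intraepithelial lymphocytes, is important in the inflammatory signalling of IBD.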

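Marker genes of lamina propria fibroblasts were measured well above background in epithelium (7 of 7 genes). As a list they did not pass the threshold between the strains at 12 weeks (median log2 fold change 0.14, adjusted p = 0.777 from limma's camera), and the genes went both ways, with *Col1a1* called higher (1.32) and *Pdgfra* called lower in mice labelled *Il10-/-*. Those of endothelium had a median of -0.01 (adjusted p = 0.488) and those of smooth muscle -0.23 (adjusted p = 0.198). The arrays carried *Col3a1* at a mean Cy3 intensity of 35017 in the epithelium of 12 week old mice labelled *Il10-/-* and 29579 in that of C57BL/6J mice.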

Contamination of the microdissected epithelial cells by immune cells from the lamina propria was possible, and could provide an alternative explanation for the presence of differentially expressed immune-related genes and pathways in the epithelial cell microarrays. Future gene expression profiling of the colon epithelium should include a comparison of microdissected lamina propria gene expression profiles for genes known to be predominantly expressed in each compartment to confirm the specificity of the cell fractions, although this would not completely rule out some degree of cross-contamination [58]. In addition, the relative contribution of the epithelium compared to the immune cell infiltrates could be studied by comparing the gene expression of epithelial cells with immune cell aggregates microdissected from the same inflamed colon sections.

### Conclusions

Results from microarray analysis of intact colon in this experiment are consistent with other data in this and similar models indicating the suitability of the samples collected here for studying epithelial cell function in colitis. The findings from this study indicate that when analysed at the pathway level, intact colon is an appropriate tissue in which to examine gene expression changes in the mucosa in fully-developed colitis, as it produces similar gene expression profiles to the epithelium alone and captures information about a greater number of IBD-associated genes. Findings from this study also indicate that studying epithelial cell gene expression profiles, as opposed to intact colon profiles, may be more relevant when studying earlier stages of inflammation because isolation of specific cells may improve the ability to detect early changes in cell function (at the pathway level) that may lead to the development of inflammation.

Finally, while LMD shows promise as a tool to better understand IBD via *in vivo* models, it may be of relatively limited clinical use in terms of early diagnosis of IBD. This is because it relies on obtaining tissue samples (for example from a biopsy), which represents an invasive approach that is unlikely to be used for early diagnosis. However, it does demonstrate the importance of working with a well-defined subset of cells to identify early changes that are indicative of an inflammatory response, and this could potentially be applied to epithelial cells collected from fecal samples, or peripheral blood mononuclear cells [59]. This may enable early detection of inflammation in a relatively non-invasive manner for those who are at higher risk of developing IBD.

How the deposited data were processed for this re-analysis (not part of the article)

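RNA from intact colon of 24 mice and from laser microdissected colon epithelium of 23 mice was measured on two-colour arrays, in 4 groups made by strain (*Il10-/-* or C57BL/6J) and age (6 or 12 weeks). Each group had 6 mice, except the epithelium of 12 week old C57BL/6J mice with 5. A sixth array of that group carried the RNA of replicate 1 again and was left out; averaging it in was an alternative. The colon sample was labelled with Cy3 and a reference pool from healthy Swiss mouse tissues with Cy5, and no dyes were exchanged. Groups are those of the sample labels.

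The authors scanned the slides and extracted spot values with Agilent Feature Extraction. Per the file headers, the raw intensity of each spot and of its local background is on a linear scale without normalization, and the processed intensity is background-subtracted and dye-normalized on a linear scale. The authors also deposited a table of log2 ratios of red over green, normalized by loess without background correction. The flags for outliers, saturation and signal well above background come from Feature Extraction as well. On each array of intact colon the ratios computed here correlated with the authors' table with r of at least 0.99998 across probes, and the lowest r of an epithelial array was 0.998.

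Computation used R 4.3.3 with limma 3.58.1, statmod 1.5.0, jsonlite 2.0.0 and fgsea 1.28.0, and Python 3.11.15 with matplotlib 3.10.9 for figures. Mean spot intensities were used for intact colon and median intensities for epithelium, whose files hold medians only. No background was subtracted. Control spots were removed and spots with an outlier flag were set to missing, 77 to 221 per array in intact colon (median 123.5) and 137 to 398 in epithelium (median 198). Ratios were normalized within arrays by global loess with span 0.3 and 4 iterations, duplicate spots were averaged, and the sign was turned so that ratios are Cy3 over Cy5. Probes were named from the accession in the files where the reference annotation holds it (22951 probes), from a current symbol (6659), from an older symbol (3109) or with the name in the files (8455), which gave 27670 genes for 41174 probes. Positions are those in the intact colon files, on mm7. The epithelial files use mm9, and their positions were not used.

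The share of Cy3 spots well above background was 71.8% at the median array of intact colon (range 48.8 to 80.3) and 31.4% in epithelium (12.4 to 38.5). The number of arrays limits the precision. No more than 2 Cy3 spots and 14 Cy5 spots were saturated on an array.

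Each tissue was fitted with its 4 groups in 1 limma model with empirical Bayes moderation. The comparisons were the strains at 12 weeks, the ages in *Il10-/-* mice, the ages in C57BL/6J mice and the strains at 6 weeks. A probe was called at a fold change over 1.5 and an FDR under 0.05, with Benjamini-Hochberg adjustment within a comparison, and a gene was called when a probe of it was. All tests in limma were two-sided. A difference between tissues or ages was tested as an interaction in limma at the same thresholds. For tissues, all arrays were fitted together as independent, with 1 variance per probe over both tissues. The paper took both samples from the proximal colon of its mice, but no label pairs them, so this pairing was not used. A probe well above background on no array of the dimmer group gives a fold change as a bound only. Genes named are those named in the paper, *Il10*, and in each comparison the 3 with the largest rise and the 3 with the largest fall among called genes whose groups do not overlap. Of several probes the brightest is printed. The genes of Fig. 5 are those whose symbol in the picture equals the mouse symbol.

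Reactome sets with 15 to 500 tested genes were tested with camera at an inter-gene correlation of 0.01, on the brightest probe of each gene, in place of the pathway and KEGG tools of the paper, which were not used here. Sets count as immune or as metabolism by the share of their genes in those branches of Reactome. The immune profile is a list of 94 genes of the Reactome immune system called at 2-fold or more in both comparisons of 12 week old *Il10-/-* mice in a tissue. Families of genes named in the discussion were chemokine ligands and receptors, interleukins and their receptors, the TNF and TNF receptor superfamilies, MHC class II, Toll-like and Fc receptors, matrix metalloproteinases, fatty acid metabolism and ether lipid metabolism. Marker lists were written for epithelium, colonocytes, goblet cells, intraepithelial lymphocytes, T cells, B cells, plasma cells, macrophages, neutrophils, mast cells, fibroblasts, endothelium, smooth muscle, and enteric neurons and glia, and were tested with camera. Genes within 20 Mb of *Il10* were counted with Fisher's exact test, one-sided, with 5 and 50 Mb as alternatives. Arrays were clustered with Euclidean distance and complete linkage.

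The alternatives set before the data were examined were background correction by normexp with an offset of 50, the processed intensities median-centred without loess, the authors' table, Aquantile normalization between arrays, outlier spots kept, a filter on dim probes, the slide as a block, a fit of only the groups compared, array weights, adjustment over the 4 comparisons together, 1 probe per gene, the second array averaged in, fry, camera with an estimated correlation, other gene lists and distances, and leaving out each array in turn. Chosen after seeing the data were median intensities for intact colon, scan day as a block, and leaving out 1 epithelial array far from the others. Calls were also counted for 100 of the possible other splits of the arrays of each comparison.

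The steps were tested on simulated data made from these arrays. With 200 of 27670 genes changed between the strains at 12 weeks, limma called 91% of the genes changed 2-fold and 100% of those changed 4-fold in intact colon, and 88% and 95% in epithelium, with 2 and 5 unchanged genes called. Changes were put on the ratios at full size, so recovery of a change compressed near background was not tested. With 19505 genes and the same comparison, camera found 10 of 10 moved sets of 40 genes in each tissue and 0 unmoved sets.

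Quantitative PCR, histology and body measurements were not analysed here. The values of 1 gene named in the paper are not reported here.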

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

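The tests of low signal, of high nonspecific signal, of an intact colon sample in place of an epithelial one, of exchanged labels, of the transcript of the disrupted gene, of the share of the muscle layer and of the signal floor were chosen only after the result they bear on was seen.

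In 13 measures of 8 groups, Dixon's ratio of the gap to the nearest array over the range of the group was computed, 104 tests in all. It set apart 8 readings, and chance sets apart about 1 in 20, or 5.2. The median Cy3 signal of replicate 4 of 6 week old *Il10-/-* epithelium was 1047 against 1344 for the next array (ratio 0.711). *Ppara* in replicate 2 of 12 week old *Il10-/-* intact colon stood at -0.31 against -1.24 for the next array (0.685). No explanation, technical or biological, was tested for these 2 readings.

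Of these 8, 2 were readings on replicate 1 of 6 week old C57BL/6J epithelium. Its deviation from the group mean across genes had an SD of 1.13 against 0.587 for the next array (ratio 0.682), and *Tap2* stood at 5.52 against 1.25 (ratio 0.744). Low signal of expressed genes is a candidate explanation. Probes well above background on every other epithelial array had a median Cy3 signal of 2432 on this array, against 3709 to 14852 on the others. High nonspecific signal is another: its negative control spots had a median Cy3 signal of 2053.5, against 870 to 1746 on the others. Its median Cy3 signal over all probes, 1907, was the highest of the epithelial arrays, so the array was not dim overall. Either would leave few spots well above background (12.4%, with 25.3% on the next array of the group). An intact colon sample in its place, or more of the wall in the dissected tissue, cannot be told apart from these. The mean log2 ratio of the smooth muscle list was 0.55 on this array, against -1.99 to -0.17 on the other epithelial arrays and -0.27 to 0.37 in intact colon of 6 week old C57BL/6J mice, and that of enteric neurons and glia was 0.85 against -0.31 to 0.44 and 0.75 to 0.98. The lists of endothelium (0.79 against -0.97 to -0.29 and -1.25 to -0.76) and colonocytes (1.27 against -0.07 to 1.60 and 0.58 to 0.89) were not at the level of intact colon, but a high floor moves the ratios of dim genes. Why the signal was so stays open, as does a difference of this mouse from the others, which was not tested. Leaving the array out, chosen after seeing the data, gave 972 and 420 genes in epithelium at 12 weeks in place of 781 and 352, with all 781 and 352 among them.

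*Mmp3* gave 4 of the readings. In replicate 5 of 6 week old C57BL/6J mice it stood at 4.33 in intact colon against 0.40 for the next array (ratio 0.816) and at 0.99 in epithelium against -0.06 (0.774). The other arrays were replicate 1 of 12 week old C57BL/6J intact colon at -0.35 against 0.17 (0.638) and replicate 6 of 6 week old *Il10-/-* epithelium at 0.02 against -0.13 (0.692). Whether replicate 5 is 1 mouse in both tissues is not given by the labels, and no explanation was tested for *Mmp3*.

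Interaction terms in limma tested whether a change differs between the tissues. Genes called were 1312 between the strains at 12 weeks (733 with a higher change in epithelium, 582 with a lower change; 5548 at an unadjusted p under 0.05), 895 with age in *Il10-/-* mice (402 and 494; 3842), and 7 between the strains at 6 weeks (4 and 3; 1446). Among genes called in intact colon, the slope of epithelial on intact fold changes was 0.135 for the dimmest in epithelium and 0.515 and 0.944 for brighter ones between the strains at 12 weeks. With age it was 0.119, 0.422 and 0.673. A nonspecific signal floor of the epithelial arrays may therefore compress changes of dim genes, and for these it cannot be told apart from a smaller change in epithelial cells, because brightness in epithelium also follows where a gene is expressed. Among those above background on every epithelial array the slope was 0.768 (520 genes) and 0.537 (355 genes), so a smaller change stays open there too. The tissues also differ in cell types, RNA amplification, slides and signal type, which the design ties to tissue and which were not tested apart.

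Interaction terms of strain and age called 2204 genes in intact colon (1046 higher, 1158 lower; 6582 at an unadjusted p under 0.05) and 78 in epithelium (58 and 20; 1661). Normexp gave 2175 and 72, and the slide as a replicate block 2256 and 70. Whether the tissues differ in this was not tested. The design argues against scan day as a cause of the calls between strains at 12 weeks in intact colon, since each slide held every group. With scan day so balanced, its use as a block (3503 genes) could not move the group differences. It is therefore no further test. The progress of disease with age in *Il10-/-* mice, which the design names, stays open as untested.

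*Ppara* and *S100g* changed differently with age in *Il10-/-* mice between the tissues. The difference, epithelium minus intact colon, was 1.35 for *Ppara* (adjusted p = 0.0050 in limma) and 3.07 for *S100g* (adjusted p = 0.019). *Ppara* fell by 1.63 in intact colon and by 0.28 in epithelium, and *S100g* by 6.63 and by 3.56. In epithelium of *Il10-/-* mice *Ppara* was well above background on 1 of 6 arrays at 12 weeks and on 1 of 6 at 6 weeks, with mean Cy3 signals of 10.49 and 10.76 (log2), against 14.44 and 17.97 for *S100g*. The signal floor, with a slope among the dimmest genes of 0.119 with age and 0.135 between the strains at 12 weeks, could compress the change of *Ppara* in epithelium. It is a poorer account of *S100g*, which is far brighter. A difference between the tissues stays open for both, as untested.

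Of 67 genes called between the strains at 6 weeks in either tissue that have a position, 10 lay within 20 Mb of *Il10*, 14.9% against 0.971% of the genes tested (Fisher's exact test, one-sided, p = 9.6e-10). Within 5 Mb it was 8 genes (11.9%) and within 50 Mb 17 (25.4%). They were *3110009E18Rik*, *Cd55*, *Cd55b*, *Il10*, *Inhbb*, *Mfsd4a*, *Mgat5*, *Pm20d1*, *Rab7b* and *Zc3h11a*, singled out by position. The share of 14.9% is consistent with a chromosome segment from the strain in which *Il10* was disrupted, for these 10 genes alone. A probe that binds a variant of that strain less well, a changed level of the transcript and an effect of *Il10* loss stay open and were not tested apart. A segment longer than 20 Mb was not excluded, and no explanation was tested for the other called genes. The methods give different sources for the strains, and differences between colonies were not tested.

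The probe of *Il10* was higher in intact colon of mice labelled *Il10-/-*, by 1.50 at 12 weeks and by 1.01 at 6 weeks, with no overlap of the groups. Exchanged labels are argued against, because 27 of the 32 genes of Table 9 were called higher by their brightest probe in the arrays labelled *Il10-/-* at 12 weeks. At 6 weeks 0 of the 32 were called. There, 66 of 68 probes called between the strains in intact colon had the same sign as at 12 weeks, which argues against an exchange at 1 age alone. The probe was well above background on 12 of 12 intact colon arrays labelled *Il10-/-*. A transcript of the disrupted gene detected by the probe may account for it. This cannot be told apart from binding of another transcript, because 1 probe measures the gene. In epithelium the difference at 12 weeks was 0.25 (adjusted p = 0.014, under the fold change threshold), and the interaction with tissue was -1.24 (adjusted p = 4.4e-09).

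The smooth muscle list fell in intact colon of 12 week old *Il10-/-* mice, with a median log2 fold change of -1.24 (10 of 10 genes lower, adjusted p = 6.0e-09 with camera). The list was not part of the paper. The list of enteric neurons and glia, which lie in the same wall, fell as well, with a median of -1.11 (adjusted p = 4.0e-05). This is consistent with a smaller share of the muscle layer in the colon sampled. Whether the share fell because mucosa had grown or because the wall was sampled differently was not tested, and a lower level per muscle cell stays open.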

How the results depend on the processing

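Chosen only after the data were seen were median signals for intact colon, scan day as a block, and leaving out 1 far epithelial array; the other alternatives were planned. Unless a sentence says otherwise, the cause was not tested.

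Numbers of genes called stayed within 1.5-fold in 8 of 8 comparisons with normexp, the authors' table, Aquantile, outlier spots kept, 1 probe per gene and scan day as a block, and in 4 of 4 with median signals or the second array averaged in. Aquantile leaves the ratios as they are and is void as a test of them. The slide as a replicate block gave 3497, 2303, 270 and 62 genes in intact colon and 739, 372, 0 and 12 in epithelium. In no comparison did every pair of samples on a slide deviate together with r over 0.1, but between the strains at 12 weeks in epithelium 4 of 5 pairs did (mean r 0.383). Every setting run in both tissues gave more genes in intact colon than in epithelium between the strains at 12 weeks.

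Processed signals moved the count of the ages of C57BL/6J mice in intact colon from 244 to 16, of the strains at 12 weeks in epithelium from 781 to 498, and of the strains at 6 weeks in epithelium from 14 to 3. The filter on dim probes gave 34 for the latter. A fit of only the 2 groups compared gave 12 for the ages of C57BL/6J mice in intact colon and 4 for the strains at 6 weeks in epithelium; it rests on fewer arrays. Array weights gave 1415 genes between the strains at 12 weeks and 565 (from 352) with age in epithelium of *Il10-/-* mice. Benjamini-Hochberg adjustment over the 4 comparisons together gave 428 genes for the ages of C57BL/6J mice in intact colon, 102 (from 63) between the strains at 6 weeks in intact colon, and in epithelium 4 (from 0) for the ages of C57BL/6J mice and 59 between the strains at 6 weeks. By construction it lends weak comparisons the threshold of strong ones. For the ages of C57BL/6J mice in epithelium, limma called 0 genes, with 1556 at an unadjusted p under 0.05.

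Leaving out 1 array in turn kept 79 of 94 counts of genes within 1.5-fold. DE genes of the ages of C57BL/6J mice in intact colon ranged from 47 to 371: 47 without C57BL/6J, 12 weeks replicate 2, 62 without C57BL/6J, 6 weeks replicate 4, 154 without C57BL/6J, 6 weeks replicate 1, 156 without C57BL/6J, 6 weeks replicate 6, and 371 without C57BL/6J, 12 weeks replicate 4. DE genes of the strains at 6 weeks in colon epithelium ranged from 7 to 60: 7 without *Il10-/-* replicates 3 or 5 or C57BL/6J replicate 6, 8 without *Il10-/-* replicates 2 or 6, 9 without C57BL/6J replicates 3 or 4, 22 without C57BL/6J replicate 1, 32 without *Il10-/-* replicate 1 and 60 without C57BL/6J replicate 5. Genes of Table 9 called between the strains at 6 weeks in epithelium ranged from 0 to 2, with 2 without C57BL/6J, 6 weeks replicate 5, and 0 in the fit of all arrays in limma. The strains at 12 weeks in intact colon gave 3127 to 3879 genes.

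The share of epithelial genes also called in intact colon, the share of genes shared between comparisons, the number of lists of cell types past the threshold, the number of genes near *Il10* and the level of the *Il10* probe stayed on their side in every alternative run. So did the number of genes of Table 9, apart from that 1 array. The filter on dim probes removed the *Il10* probe in epithelium and gave no value there.

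The correlation of fold changes between the tissues moved from 0.708 between the strains at 12 weeks to 0.620 with processed signals, 0.805 with the filter on dim probes and 0.618 over all tested genes. With age in *Il10-/-* mice it moved from 0.699 to 0.621, 0.799 and 0.584. Between the strains at 6 weeks it moved from 0.648 to 0.266 over all tested genes. It was positive in each. Tissue interaction genes of *Il10-/-* against C57BL/6J at 12 weeks fell from 1312 to 751 with normexp, 852 with processed signals and 254 with the filter on dim probes. They fell from 895 to 448 with normexp and 159 with the filter for the ages of *Il10-/-* mice, and from 7 to 2, 3 and 2 for the strains at 6 weeks. The filter tests fewer genes. Leaving out 1 array gave 1095 to 1595, 733 to 1119 and 6 to 10.

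Reactome sets depended on the test. With fry, sets called in intact colon went from 199 to 355 between the strains at 12 weeks and from 209 to 0 between the strains at 6 weeks, and in epithelium from 92 to 58, from 60 to 31, from 26 to 0 and from 95 to 1 in the strains at 12 weeks, the ages of *Il10-/-* mice, the ages of C57BL/6J mice and the strains at 6 weeks. Camera with an estimated correlation gave 30, 0, 0 and 0 sets in intact colon (from 199, 201, 137 and 209) and 0, 15, 0 and 1 in epithelium. Normexp gave 58 sets between the strains at 12 weeks in epithelium. The filter on dim probes gave 45 there and 72 with age in C57BL/6J intact colon.

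The correlation of the immune profile between the tissues moved from 0.687 to 0.722 with normexp, 0.777 with the filter on dim probes, 0.801 without the Reactome restriction and 0.648 over the 32 genes of Table 9. Over those 32 genes, correlations within intact colon were 0.861 between 6 week old *Il10-/-* and C57BL/6J mice (from 0.960), 0.916 between the ages of C57BL/6J mice (from 0.945) and 0.659 between 6 week old *Il10-/-* and 12 week old C57BL/6J mice (from 0.901). Within epithelium they were 0.99 between the ages of C57BL/6J mice (from 0.948) and 0.695 between the strains at 6 weeks (from 0.944). Other genes are compared, by construction. The smallest cluster with all 12 week old *Il10-/-* arrays had 6 arrays in both tissues with each setting, except 12 in intact colon with values centred per tissue and probe. For the 6 week old *Il10-/-* arrays of intact colon it went from 13 to 18 with normexp, 12 with the filter on dim probes, 12 with Pearson distance and 34 with centred values. In epithelium it went from 22 to 46 with normexp and 34 with centred values.

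Of 155 results for named genes, 151 kept direction and call with normexp, 137 with processed signals, 155 with the authors' table and 149 with the slide as a replicate block. None reversed in these settings. With processed signals 16 lost their call, and *Ppara* gained it in epithelium between the strains at 12 weeks and with age. Of 1838 values with 1 array left out, 1739 kept direction and call, 94 lost the call and 5 reversed. The reversed value was *Tap2* in epithelium with age in *Il10-/-* mice, which was not called. It was -0.11 with all arrays and ranged from -0.36 to 0.083 without 1 array: 0.01 without *Il10-/-*, 6 weeks replicate 2, 0.08 without 6 weeks replicate 6, 0.00 without 12 weeks replicate 3, 0.01 without 12 weeks replicate 4, and 0.01 without 12 weeks replicate 6.

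Calls near the threshold rested on single arrays. In epithelium between the strains at 12 weeks *Ccl17* lost its call in 9 of 11 fits and *Ltb* in 7 of 11, and without C57BL/6J, 12 weeks replicate 5 *Mmp14* (1.14, adjusted p = 0.050) and *Timp1* (1.11, adjusted p = 0.054) lost theirs.

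Signal over background limits the epithelial results. The median array had 31.4% of Cy3 spots well above background against 71.8% in intact colon, and the median negative control spot stood at 1286 against a median probe signal of 1344.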

Differences from the paper's values

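Leaving out 1 far epithelial array was chosen only after the values were seen; all other settings named here were set before the data were examined.

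The paper gives 45% as the share of genes called in epithelium that were also called in intact colon. Here it was 80.9% between the strains at 12 weeks and 84.9% with age in *Il10-/-* mice. All alternatives run differ from the paper's value: normexp (80% and 84.2%), processed signals (84.5 and 84.5%), the authors' table (80.6 and 85.1%), outlier spots kept (81.1 and 84.9%), the filter on dim probes (77.0 and 84.9%), the slide as a replicate block (80.6 and 84.7%) and the second array averaged in (80.8 and 84.9%). So do all fits with 1 array of the groups compared left out (78.6 to 84.1 and 81.9 to 87.2%), and leaving out the far array (75.4 and 83.3%).

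The paper gives 0.89 as the correlation of the immune profile of 12 week old *Il10-/-* mice between the tissues, and here it was 0.687 for 94 genes. The values rest on different gene lists. The paper drew its list from networks in its pathway tool, and that list was not available here. Every alternative run differs from it: normexp 0.722, the authors' table 0.695, the filter on dim probes 0.777, no Reactome restriction 0.801, the 32 genes of Table 9 0.648, and 1 array left out 0.662 to 0.699.

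In Table 3, under epithelium with age in *Il10-/-* mice, the paper gives -1.2 for *S100g* and 2.0 for *Il18*. Here the fold changes were -11.8 and -3.02. For *S100g* normexp (-11.3), processed signals (-14.7), the authors' table (-11.1) and the block (-11.8) all differ, and so do they for *Il18* (-3.95, -11.5, -3.00 and -3.02). The paper's values for *S100g*, *Il18* and *Tap2* under that label equal, to 1 decimal, the values computed here for epithelium between the strains at 6 weeks (3 of 3, against 0 of 3 for the comparison in the label). Those were -1.24, 1.98 and -1.21.

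In Fig. 5, read by eye, epithelium with age in *Il10-/-* mice shows about 1.8 for *Ifng* and about 1.7 for *Fcgr2b*. Here the brightest probes gave 4.35 and 1.20. For *Ifng* normexp (7.39), processed signals (21.2), the authors' table (4.35) and the block (4.35) differ. For *Fcgr2b* processed signals (1.32) are within the error, and normexp (1.23), the authors' table (1.19) and the block (1.20) are not. The other probe of *Ifng* gave 1.82, and the other probes of *Fcgr2b* 1.66 and 1.17.

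In Fig. 6, read by eye, intact colon with age in *Il10-/-* mice shows about 3.1 for *Ifng*, about 3.7 for *Icos* and about 2.9 for *Trem2*. Here the brightest probes gave 4.26, 5.15 and 3.67. The slide as a replicate block (4.26) is within the error for *Ifng* alone and normexp (3.40) for *Trem2* alone. For *Ifng* normexp (4.41), processed signals (5.84) and the authors' table (4.26) differ, for *Trem2* processed signals (4.52), the authors' table (3.68) and the block (3.67). For *Icos* normexp (4.98), processed signals (7.88), the authors' table (5.15) and the block (5.15) differ. The other probes gave 3.09 for *Ifng*, 2.22 for *Icos* and 2.17 for *Trem2*. Each of the paper's values thus lies between those of the gene's probes, and the paper does not name the probe shown. These differences therefore hold for the brightest probe alone.

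Table 9 marks genes in epithelium between the strains at 12 weeks that were not called here. *Il6* (adjusted p = 0.301) and *Mmp9* (0.321) were called in no setting. *Ccr2* (0.0536) was called with normexp, the filter on dim probes, array weights and without *Il10-/-*, 12 weeks replicates 1 or 4. *Cxcr3* (0.127) was called with the filter, only the 2 groups compared, array weights and without C57BL/6J, 6 weeks replicate 5. *Cxcl1* (0.0557) was called with normexp, the filter, the block, array weights, 1 probe per gene and without *Il10-/-*, 12 weeks replicates 4 or 5. *Cxcl5* (0.0909) was called with normexp, the filter and without *Il10-/-*, 12 weeks replicates 4 or 6. *Mmp7* (0.198) was called with normexp. Leaving out the far array, chosen after the values were seen, also calls *Cxcl1*, and drops 0 of the 15 genes of Table 9 called with all arrays in limma.

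With age in *Il10-/-* mice, Table 9 marks *Ccl20* and *Reg3b* in intact colon, which were not called here (adjusted p = 0.0511 and 0.628). *Ccl20* was called with the filter, array weights, 1 probe per gene and without *Il10-/-*, 12 weeks replicates 3 or 6, *Il10-/-*, 6 weeks replicate 3 or C57BL/6J, 12 weeks replicate 4. *Reg3b* was called in no setting. In epithelium it marks *Il16* (0.0600) and *Ccr2* (0.0440, under the fold change threshold). *Il16* was called with processed signals, the filter, the block, array weights and without C57BL/6J, 6 weeks replicate 5 or *Il10-/-*, 12 weeks replicate 4. *Ccr2* was called with normexp, the filter, the block and without *Il10-/-*, 12 weeks replicates 1 or 4. Leaving out the far array, chosen after the values were seen, calls both and drops 0 of the 9 called with all arrays in limma.

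The paper lists *Ccl4*, *Ccl17*, *Cxcl10*, *Mmp14*, *Timp1*, *Reg3g* and *Reg3b* (as *Pap*) among genes not changed in epithelium. All 7 were called here between the strains at 12 weeks and none with age. Table 9 of the paper also marks all 7 between the strains at 12 weeks and none with age. *Ccl17* (1.49) was not called with processed signals or with the block.

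The paper places the highest fold changes of intact colon between the strains at 12 weeks. By number of genes over 10-fold that held here (20 against 7 with age in *Il10-/-* mice), but the largest single change was the fall of *S100g* with age, 99.1-fold against 35.9-fold for the largest between strains. In epithelium the paper has most of the genes called between the strains at 12 weeks shared with the comparison of ages. Here 38.2% were shared (31.5 to 44.9% with 1 array of the groups compared left out). The paper describes a cluster of 6 week old *Il10-/-* mice in epithelium and none in intact colon. Here the smallest cluster with all 6 held 22 arrays in epithelium and 13 in intact colon.

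The paper found no immune set in intact colon between the strains at 6 weeks. Here camera called 54 higher immune sets, and fry called 0 of 209 sets. The paper has fewer metabolism sets with age in *Il10-/-* mice than between the strains at 12 weeks, and names no tissue. In epithelium 8 and 31 were lower here with camera, the order of the paper. In intact colon 18 and 14 were lower with camera, with age named first. Normexp (20 and 17), the filter on dim probes (13 and 9) and the block (18 and 14) differ from the paper too. With fry 29 and 49 were lower, the order of the paper. The paper has ether lipid metabolism changed in epithelium at both ages. Here the adjusted p with camera was 0.223 at 6 weeks and 0.431 at 12 weeks.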

Other observations

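The tests of a larger share of lamina propria cells, of the muscle layer and of scan day were chosen only after the result was seen; the tests of spread, of lamina propria cells in the dissected tissue and of other splits were planned.

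Other splits of the arrays into groups of the same sizes were compared with the real one, 100 of 462 per comparison. The other possible splits were not run, so chance can be argued against but not excluded. In intact colon it is argued against for the 3472, 2297, 244 and 63 genes of the 4 comparisons, with 1 split as large in each, the real one. In epithelium it is argued against for the 781 and 352 genes at 12 weeks (1 split each), and less clearly for the 14 genes between the strains at 6 weeks (2 splits). The other of these 2 splits called 33 genes, and the 14 became 60 without C57BL/6J replicate 5 and 7 without *Il10-/-* replicates 3 or 5 or C57BL/6J replicate 6. Chance is not argued against for the ages of C57BL/6J mice in epithelium, where limma called 0 genes and 1556 had an unadjusted p under 0.05. With 0 genes called every split is as large (100 splits), so the count says nothing about chance there. The largest of the other splits called 1190 genes.

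Fewer genes were called in epithelium than in intact colon at 12 weeks. A wider spread of the measured ratios between the microdissected arrays is argued against as the only cause. With noise added to bring each probe of intact colon to the epithelial spread, 3134 genes were called between the strains at 12 weeks and 2009 with age, against 781 and 352 in epithelium. The median residual SD was 0.186 in intact colon and 0.174 in epithelium. With normexp it was 0.199 and 0.313, and the counts with noise were 2663 and 1664. With the filter on dim probes it was 0.212 and 0.368, and the noise added there did not reach the epithelial spread, so that setting does not test it. Dim probes thus had a narrow measured spread in epithelium and received little noise. A wider spread as part of the cause stays open. The signal floor, cell types of the intact wall and a smaller response of epithelial cells stay open.

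Immune genes were higher in epithelium of 12 week old *Il10-/-* mice. The paper left out lamina propria as far as possible, but states that the dissection included it in a non-inflamed section that it shows. Cells of the lamina propria in the dissected epithelium may be a source of this signal. The fibroblast list did not pass the threshold (median 0.14, adjusted p = 0.777 with camera), but its 7 genes went both ways: *Col1a1* was called higher (1.32) and *Pdgfra* lower. Such a median decides nothing. A larger share of lamina propria cells in the samples of *Il10-/-* mice, a constant share whose immune cells had risen and immune cells within the epithelium therefore cannot be told apart. *Col3a1* had a mean Cy3 signal of 35017 in epithelium of *Il10-/-* mice and 29579 of C57BL/6J mice.

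In epithelium between the strains at 12 weeks, 8 of 14 marker lists passed the threshold with camera (9 with normexp, 7 with the filter on dim probes, 7 with fry). Higher were neutrophils (median log2 fold change 1.09, adjusted p = 1.2e-07), plasma cells (1.07, 1.2e-07), intraepithelial lymphocytes (0.54, 1.3e-05), macrophages (0.35, 3.6e-04), B cells (0.27, 8.1e-04) and T cells (0.12, 6.5e-04). Lower were colonocytes (-1.28, 1.2e-07) and goblet cells (-0.44, 0.0315; 0.0967 with fry and 0.0906 with the filter). The epithelium list (-0.32, 0.0518; 0.0416 with normexp and 0.0368 with the replicate block), smooth muscle (-0.23, 0.198), fibroblasts, endothelium (-0.01, 0.488), enteric neurons and glia (0.01, 0.758) and mast cells (-0.12, 0.322) did not pass.

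Genes above background in at least 50% of the epithelial arrays were 11 of 11 in the list for epithelium, 6 of 7 for colonocytes, 6 of 6 for goblet cells, 2 of 6 for intraepithelial lymphocytes, 3 of 7 for T cells, 2 of 7 for B cells, 6 of 6 for plasma cells, 5 of 8 for macrophages, 1 of 6 for neutrophils, 1 of 6 for mast cells, 7 of 7 for fibroblasts, 4 of 6 for endothelium, 9 of 10 for smooth muscle and 4 of 7 for enteric neurons and glia. In intact colon they were 5 of 7 for B cells, 6 of 7 for enteric neurons and glia, 4 of 6 for mast cells, 4 of 6 for neutrophils and all genes of the other lists. The epithelium and goblet cell lists share 2 genes with each other, and 2 neutrophil genes are in Table 9. Mean Cy3 signals of the brightest genes in *Il10-/-* and C57BL/6J epithelium at 12 weeks were 181476 and 86955 for *Lyz2*, 37304 and 23385 for *Jchain*, 14649 and 13654 for *Cxcr2*, 11308 and 4472 for *Cd79b*, 7400 and 3900 for *Cd3d*, 3893 and 3532 for *Klrd1*, 130493 and 324190 for *Guca2a*, 179777 and 227640 for *Tff3*, 29325 and 51393 for *Myl9*, 48313 and 44038 for *Esam*, and 54465 and 46240 for *S100b*.

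In intact colon 10 of 14 lists passed (12 with fry, 8 with the filter). Higher were neutrophils (1.49, adjusted p = 1.2e-06), plasma cells (1.15, 8.5e-06), B cells (1.06, 4.0e-06), macrophages (0.81, 1.6e-07), T cells (0.81, 5.0e-04) and intraepithelial lymphocytes (0.76, 0.0016). Lower were smooth muscle (-1.24, 6.0e-09), enteric neurons and glia (-1.11, 4.0e-05), goblet cells (-0.43, 0.0333; 0.0708 with the filter) and endothelium (-0.31, 0.0401). Epithelium (0.19, 0.0977), fibroblasts (median -0.47, mean in the other direction, 0.705), mast cells (-0.11, 0.268; 0.0051 with fry) and colonocytes (-0.69, 0.340; 0.0051 with fry) did not pass with camera. *Myl9*, the brightest smooth muscle gene, had a mean Cy3 signal of 16977 in *Il10-/-* and 52763 in C57BL/6J mice. Whether a list changed differently between the tissues was not tested.

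Intact colon was scanned on 2 days, and 6741 probes differed by scan day at an FDR under 0.05. Each of its slides held every group. With scan day as a block 3503, 2318, 315 and 66 genes were called in intact colon and 780, 361, 0 and 13 in epithelium.

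The second array of replicate 1 of 12 week old C57BL/6J epithelium correlated with the first at r = 0.83, against at most 0.423 with other mice of the group. The SD of the difference was 0.154 for the same RNA and 0.268 to 0.461 between mice.

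Fatty acid metabolism was lower in epithelium of 6 week old *Il10-/-* mice (median log2 fold change -0.28, 39 of 48 genes lower, adjusted p = 2.8e-07 with camera and 0.0460 with fry). In intact colon at that age the adjusted p was 0.856 with camera, and the difference between the tissues was not tested.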
